# LncRNA *PART1* Promotes Proliferation and Migration, Is Associated with Cancer Stem Cells, and Alters the miRNA Landscape in Triple-Negative Breast Cancer

**DOI:** 10.3390/cancers13112644

**Published:** 2021-05-27

**Authors:** Brianne M. Cruickshank, Marie-Claire D. Wasson, Justin M. Brown, Wasundara Fernando, Jaganathan Venkatesh, Olivia L. Walker, Fiorella Morales-Quintanilla, Margaret L. Dahn, Dejan Vidovic, Cheryl A. Dean, Carter VanIderstine, Graham Dellaire, Paola Marcato

**Keywords:** lncRNA, miRNAs, TNBC, *PART1*, CSCs

## Abstract

**Simple Summary:**

Long non-coding RNAs (lncRNAs) play an important role in cancer progression. Herein we provide new information regarding the role of prostate androgen regulated transcript 1 (*PART1*). We show that the lncRNA *PART1* is enriched in triple-negative breast cancers and cancer stem cell populations. We demonstrate its role in cancer cell and tumor growth and provide evidence for its association with worse survival in a subset of breast cancer patients. Importantly, our genome-wide analyses have revealed novel insights into the function of this lncRNA, demonstrating how it changes the microRNA (miRNA) landscape leading to genome-wide mRNA expression regulation. Our study suggests that *PART1* represents an attractive target for the treatment of triple-negative breast cancers.

**Abstract:**

Triple-negative breast cancers (TNBCs) are aggressive, lack targeted therapies and are enriched in cancer stem cells (CSCs). Novel therapies which target CSCs within these tumors would likely lead to improved outcomes for TNBC patients. Long non-coding RNAs (lncRNAs) are potential therapeutic targets for TNBC and CSCs. We demonstrate that lncRNA prostate androgen regulated transcript 1 (*PART1*) is enriched in TNBCs and in Aldefluor^high^ CSCs, and is associated with worse outcomes among basal-like breast cancer patients. Although *PART1* is androgen inducible in breast cancer cells, analysis of patient tumors indicates its androgen regulation has minimal clinical impact. Knockdown of *PART1* in TNBC cell lines and a patient-derived xenograft decreased cell proliferation, migration, tumor growth, and mammosphere formation potential. Transcriptome analyses revealed that the lncRNA affects expression of hundreds of genes (e.g., myosin-Va, *MYO5A*; zinc fingers and homeoboxes protein 2, *ZHX2*). MiRNA 4.0 GeneChip and TaqMan assays identified multiple miRNAs that are regulated by cytoplasmic *PART1*, including *miR-190a-3p*, *miR-937-5p*, *miR-22-5p*, *miR-30b-3p*, and *miR-6870-5p*. We confirmed the novel interaction between *PART1* and *miR-937-5p*. In general, miRNAs altered by *PART1* were less abundant than *PART1*, potentially leading to cell line-specific effects in terms miRNA-*PART1* interactions and gene regulation. Together, the altered miRNA landscape induced by *PART1* explains most of the protein-coding gene regulation changes (e.g., *MYO5A*) induced by *PART1* in TNBC.

## 1. Introduction

Accumulating evidence supports a role for long non-coding RNAs (lncRNAs) in the development and progression of cancer and response to therapy. Defined as non-coding transcripts greater than 200 bases in length, the number of lncRNAs identified in humans has surpassed the number of coding genes; however, the function of only a fraction is known. Functionally characterized lncRNAs have been shown to affect gene expression by acting as activators or decoys for transcription factors, recruiters of chromatin-modifying complexes, miRNA sponges, and scaffolds of molecular complexes [1,2,3]. LncRNAs often display tissue-specific expression patterns and selective expression in certain cancers, making them attractive therapeutic targets [4]. In breast cancer for example, lncRNAs *nuclear paraspeckle assembly transcript 1* (*NEAT1*), *metastasis-associated lung adenocarcinoma transcript 1* (*MALAT1*), and *non-coding RNA in the aldehyde dehydrogenase 1A pathway* (*NRAD1*), have all been described as oncogenic and dysregulated in breast cancer [5,6,7]. Furthermore, hundreds of lncRNAs (most of which are uncharacterized) are upregulated in triple-negative breast cancers (TNBCs) and represent an area of potential discovery in terms of functionally important players in the progression of this subtype [8].

TNBCs lack the hormone receptors required for endocrine therapy in the treatment of breast cancer [9,10]. Hence, TNBC lacks targeted therapies and is treated with chemotherapy, which contributes to worse outcomes for patients with this subtype. Gene expression analysis of breast tumors revealed five major subtypes; luminal A, luminal B, HER2 overexpressing, basal-like, and claudin-low. The majority of TNBCs are basal-like and claudin-low. TNBC/basal-like breast cancers also have higher percentages of cancer stem cells (CSCs) [11,12,13,14,15,16,17], which may contribute to the aggressiveness of these cancers. CSCs are highly tumorigenic, have stem-like qualities, are resistant to chemo- and radiotherapies, and are commonly defined by increased aldehyde dehydrogenase (ALDH) activity detected by the Aldefluor assay or CD44^high^/CD24^low^ cell surface marker expression [18]. Given the high abundance of CSCs within TNBC/basal-like breast cancer [11,12,13,14,15,16,17], novel therapies that target CSCs may better reduce the risk of relapse and improve patient outcomes.

One emerging class of therapies for treating TNBCs and CSCs are lncRNA antagonists. For example, targeting tumor-specific lncRNAs with modified antisense oligonucleotides (termed GapmeRs [19]) inhibited tumor progression, metastasis and increased response to other therapies [20,21]. Thus, pharmacological inhibition of lncRNAs may be an effective therapeutic strategy, especially with the FDA’s recent approval of antisense oligonucleotide-based therapies for the treatment of neurodegenerative disorders [22].

One lncRNA of potential interest is *prostate androgen regulated transcript 1* (*PART1*). Discovered in 2000, *PART1* is expressed in prostate tissue and is responsive to androgens in prostate cancer cell lines [23]. *PART1* promotes prostate cancer cell proliferation and inhibits cell apoptosis, and is associated with more advanced disease and poorer survival among prostate cancer patients [24]. *PART1* expression is also associated with worse outcomes and higher stage disease in non-small cell lung cancer [25] and gastric cancer progression [26]. In colorectal cancer, *PART1* is oncogenic through possibly acting as miRNA sponge of *miR-143* and regulating *DNA methyltransferase 3A* (*DNMT3A*) [27]. Similarly, *PART1* promotes resistance of epidermal growth factor receptor inhibitor gefitinib in esophageal cancer by possibly acting as a miRNA sponge of miR-129, leading to increased levels of anti-apoptotic *BCL2* [28]. In contrast to these studies, *PART1* is part of lncRNA signature that predicts lower risk disease in glioblastoma [29] and has been implicated as a tumor suppressor in glioma cells [30]. To date, there has been limited analysis of the role of *PART1* in breast cancer with only one study reporting pro-oncogenic activities associated with the lncRNA in MCF7 and BT20 breast cancer cells [31].

Herein, we characterize the expression and function of *PART1* in breast cancer using multiple “omics” approaches. First, *PART1* expression in patient tumors is predominately in the TNBC/basal-like subtype and is associated with worse outcomes among basal-like breast cancer patients. We report its androgen inducibility in breast cancer cell lines; however, based on gene expression analysis of patient tumors and cells, androgen regulation of *PART1* appears to have a minimal clinical impact in breast cancer. We demonstrate that *PART1* is oncogenic in TNBC, limiting cell proliferation and decreasing migration when it is knocked down. Furthermore, *PART1* expression is associated with stemness gene expression and CSC markers in breast cancer patient tumors, Aldefluor^high^ sorted CSC populations, and mammosphere formation potential. Finally, we performed the first unbiased genome-wide analyses of *PART1* function, revealing that the cytoplasmic lncRNA regulates expression of hundreds of genes in TNBCs. Most of the changes in protein-coding gene expression are connected to corresponding changes in miRNAs that are predicted to either bind to *PART1* or are increased by *PART1*. Additionally, we confirmed a new miRNA interaction between *PART1* and *miR-937-5p*.

## 2. Materials and Methods

### 2.1. Cell Line Models and Tumor Studies

All the breast cancer cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA), except for SUM149 and SUM1315 cells, which were obtained from BioIVT (previously Asterandm Westbury, NY, USA). The cell lines were cultured as per ATCC and BioIVT recommendations. The TNBC patient-derived xenograft (PDX) 7482 (originated from a grade 3, stage 2 primary tumor, breast carcinoma) was obtained as a low-passage cryopreserved tumor piece from Dr. Michael T. Lewis and Lacey E. Dobralecki of the Patient-Derived Xenograft and Advanced In Vivo Models (PDX-AIM) Core of Baylor College of Medicine (Houston, TX, USA). All animal experiments have been conducted in accordance with the ethical standards and according to the Declaration of Helsinki and the Canadian Council on Animal Care (CCAC) standards and were approved under animal protocol 17-011.

For isolation of PDX tumor cells, the cryopreserved PDX was first revived by surgical implantation in the mammary fat pad of a NOD/SCID female mouse. The tumor expanded for 5 weeks and was then harvested from the euthanized mouse.

For tumor studies with HCC1806 cells, eight-week-old NOD/SCID female mice were injected with 10,000 HCC1806 shRNA control or *PART1* shRNA1 cells admixed 1:1 with matrigel-HC (ThermoFisher Scientific, Waltham, MA, USA) into the mammary fat pad (*n* = 7). Tumor volumes were quantified with caliper measurements (mm^3^, length × width × width/2). Mice were grasped, the tumor area was wetted to prevent the fur from obscuring the visibility of the tumor, and the tumor was measured in the longest dimension (length, l) and the second longest dimension (width, w). For the *PART1* shRNA1 group, two of the 7 mice did not have detectable tumors, so we scored them as 0 for tumor volume. However, when we performed a necropsy at termination, we detected tumors in all the mice (all 14 mice, 7n per group), hence the final tumor weights were determined for all 14 mice.

### 2.2. R1881 and D36 Treatment in Cell Culture

For studies assessing the effect of androgens on *PART1* induction, cell monolayers were cultured in phenol-red free media and charcoal-stripped FBS (ThermoFisher Scientific) and treated for 24 h with 10 nM R1881 (Sigma-Aldrich, Oakville, ON, Canada) and/or 40 µM D36 (Sigma-Aldrich). Total RNA was extracted and levels of *PART1* were assessed by reverse transcription-quantitative PCR (QPCR) as described below.

### 2.3. Total RNA Extraction and Reverse Transcription-Quantitative PCR

For all transcript expression analyses by QPCR, cells were collected in TRIzol and total RNA was purified using a PureLink RNA kit (Thermo Fisher Scientific) following the manufacturer’s instructions. Equal amounts of harvested RNA were reverse transcribed with the iScript cDNA Synthesis Kit (Bio-Rad, Saint Laurent, QC, Canada) as per the manufacturer’s instructions. QPCR was performed using SsoAdvanced Universal SYBR Supermix (Bio-Rad) and transcript-specific primers (primer sequences are listed in Table S1) as per the manufacturer’s recommended protocol using a CFX96 Touch RealTime PCR Detection System (Bio-Rad). Primer efficiencies, determined by standard curves of diluted cDNA samples, were incorporated into the CFX Manager software (Bio-Rad). Gene expression of all samples was calculated relative to two or three reference genes as indicated in the figure legend and relative to the negative control (Table S1).

### 2.4. Knockdown of PART1, Cell Proliferation, Migration, Apoptosis, Mammosphere Assays

Stable *PART1* short hairpin ribonucleic acid (shRNA) knockdown clones were generated in HCC1806 cells using two separate shRNA clones (shRNA 1, TAGTCGTAATTGAGTTCTGAC; shRNA2, AATAATGGGACATCACTTC, Dharmacon Inc., Lafayette, CO, USA) or scramble shRNA controls in lentiviral vectors pGipZ or pLKO.1. The lentiviral supernatants for transfection were generated in HEK293T cells using standard protocols. The lentiviral supernatants were applied to HCC1806 cells and clones were selected by adding 1.5 µg/mL puromycin containing media for two days and subsequently maintained in 0.25 µg/mL puromycin containing media. Knockdown of *PART1* was confirmed by QPCR as described above.

For transient in vitro *PART1* knockdown, 15 nM screening-grade modified antisense oligonucleotide GapmeRs (Qiagen, formerly Exiqon, Toronto, ON, Canada) were applied to cells (negative control GapmeR, LG00000002-DDA, AACACGTCTATACGC; *PART1* GapmeR 1, LG00211399-DDA, ATTCCAGATAAGTAGA; *PART1* GapmeR 2, LG00211400-DDA, GTGATTCCAGAATAAGT). GapmeRs were mixed with OptiMEM reduced serum media (Invitrogen ThermoFisher Scientific) and TransIT-BRCA transfection reagent (MJS Biolynk, Brockville, ON, Canada) and added to subconfluent HCC1806 or HCC1395 cells to a final treatment concentration of 15nM as per the manufacturer’s instructions. To quantify GapmeR-mediated decreases in *PART1* expression, QPCR analysis was performed on cells that were treated for 48 h and collected in TRIzol. Total RNA was purified using a PureLink RNA kit (as described above).

Effects on cell proliferation and apoptosis were measured by cell counting via trypan blue exclusion or flow cytometry analysis. Flow cytometry was performed using annexin-V conjugated to APC (Invitrogen Thermo Fisher Scientific) and *7*-aminoactinomycin D (7AAD, Biolegend, San Diego, CA, USA) using a FACSCalibur or FACSCelesta (BD BioSciences, San Jose, CA, USA) and FCSExpress flow cytometry analysis software (version 4, De Novo Software, Pasadena, CA, USA).

The motility of cells upon *PART1* knockdown was assessed by a gap closure assay. Cells were seeded at 20,000 cells per well in 2-well culture inserts placed in a 6-well plate. After overnight incubation, the cells were treated with 10 μg/mL mitomycin (a cell proliferation inhibitor) and incubated at 37 °C in 5% CO_2_ in a humidified incubator for 2 h. The cells were then treated with GapmeRs as described above for 24h. The inserts were then removed, and the first microscopic image was captured with a conventional 10× phase-contrast objective lens. A second microscopic image was captured 24 h later. The number of migrated cells in the gap was quantified in the second image.

To assess the effects of *PART1* knockdown on mammosphere formation potential, 3000 HCC1806 cells, 4000 HCC1395 cells or 5000 PDX 7482 cells were seeded in complete MammoCult media (Stemcell Technologies, Vancouver, BC, Canada) in technical triplicates in 24-well ultralow adherence plates (ThermoFisher Scientific). The PDX 7482 cells were obtained from tumors which had been expanded in a NOD/SCID mouse as described above. The expanded tumors were minced, treated with 225U/mL collagenase 3 (Bioshop Canada Inc., Burilington, ON, Canada) for 1 h at 37 °C with rotation, and strained through a 70 μM filter. Next, the red blood cells were lysed, washed in PBS and counted with a hemocytometer by trypan blue exclusion. Two hours post seeding, cells were treated with 15 nM GapmeRs as described above. All resulting spheres greater than 50 μm [32,33] (defined using the integrated software of an AE31E microscope (Motic, Richmond, BC, Canada), were counted 5 days later for HCC1806 and HCC1395 cells or 14 days later for PDX 7482 cells.

### 2.5. Aldefluor Analysis and Sorting

Aldefluor^high^ and Aldefluor^low^ populations of PDX 7482 were isolated using FACSAria (BD Biosciences) based on Aldefluor activity (Aldefluor assay kit, StemCell Technologies) performed as per the manufacturer’s instructions and as previously described [34,35]. Single cell suspensions of PDX 7482 were generated as described above. To remove dead cells and lineage cells of mouse origin, the cells were stained with 7-AAD (Biolegend) and allophycocyanin (APC) conjugated anti-H2Kd antibody (Biolegend), respectively. The pan-ALDH inhibitor diethylaminobenzaldehyde (DEAB) was added to a sample to verify that an Aldefluor^high^ population of cells had been identified. RNA extraction and QPCR analysis as described above was performed on the sorted Aldefluor^low^ and Aldefluor^high^ cell populations.

To assess the effect of *PART1* knockdown on the percentage of Aldefluor positive cells, we performed the Aldefluor assay as described above but on cells that had been treated with GapmeRs for 48 h prior to collecting cells and performing the assay.

### 2.6. Western Blotting

HCC1806 cells with *PART1* knockdown (through shRNA or GapmeR treatment) for 48h were lysed in RIPA buffer. 50 µg of the cytoplasmic lysate was loaded along with cleaved caspase-3 control cell extracts (#9664, Cell Signaling, New England Biolabs Ltd, Whitby, ON, Canada) in a Mini-PROTEAN TGX Stain-Free Precast Gel (Bio-Rad) and ran for 1 h at 100 V in Tris-Glycine-SDS buffer. The lysates were transferred onto PVDF membranes in a Transblot-Turbo Transfer system (Bio-Rad) and blocked in 5% BSA for 1h at room temperature. The membrane was incubated with cleaved caspase-3 (Asp175, 5A1E) rabbit monoclonal antibody (#9663, Cell Signaling, 1:1000 in 5% BSA) overnight at 4 °C followed by peroxidase affiniPure goat anti-rabbit IgG (H + L, #111-035-144, Jackson Immunoresearch, West Grove, PA, USA) antibody (1:1000 in 5% BSA) for 1 h at room temperature. The chemiluminescence was imaged with the ChemiDoc imaging system (Bio-Rad). Subsequently, the blot was re-probed for actin (#13E5, Cell Signaling) and similarly imaged.

### 2.7. Subcellular Localization of PART1

The LncATLAS database was accessed to determine the relative concentration index (RCI) of *PART1* in the nuclear versus cytoplasmic compartments in a panel of cell lines calculated from RNA-seq [36]. We determined the relative amounts of *PART1* in the nucleus versus cytoplasm of HCC1806 cells by subcellular fractionation. HCC1806 cells were collected and lysed in cold hypertonic lysis buffer (10 mM Tris, 10 mM NaCl, 3 mM MgCl_2_, 0.3% NP-40 and 10% glycerol, pH 7.5, with RNAse inhibitor SUPERase-In, ThermoFisher Scientific) and pelleted by centrifugation. The supernatant (cytoplasmic fraction) was separated from the nuclear fraction pellet. The nuclear pellet was repeatedly washed with the cold hypertonic buffer. The cytoplasmic fraction was precipitated by sodium acetate/ethanol precipitation and pelleted by subsequent highspeed centrifugation. The RNA from both the nuclear and cytoplasmic fractions was extracted as described above. *PART1* levels were determined by QPCR and compared to nuclear lncRNA *NEAT1* and cytoplasmic lncRNA *DANCR* [19,37].

### 2.8. Dataset Analyses

Breast cancer patient clinical data and *PART1* stem gene co-expression data were extracted via cBioPortal from The Cancer Genome Atlas (TCGA) PanCancer Atlas and Cell 2015 (RNA-seq data) and the METABRIC (gene chip data) datasets [38,39,40]. Survival analysis was also completed using KMPlotter [41] and from data extracted from cBioportal (TCGA Cell 2015, PanCancer Atlas and METABIC datasets) [38,39,40]. RNA-seq expression of *PART1* and androgen receptor (AR) in the CCLE database was retrieved using the CCLE Broad Institute portal (portals.broadinstitute.org/ccle) [42].

### 2.9. Transcriptome Analysis

HCC1806 and HCC1395 cells were treated with negative control GapmeR, GapmeR#1 or GapmeR #2 for 48 h, collected in TRIzol reagent and RNA purified (as described above). The samples (*n* = 3) were sent to The Centre for Applied Genomics (TCAG, The Hospital for Sick Kids, Toronto, ON, Canada) for Affymetrix Human Gene 2.0 ST gene chip platform analysis (ThermoFisher Scientific). The data was processed with the Transcriptome Analysis Console (Affymetrix) to reveal differential gene expression. The raw data is deposited on the NCBI Gene Expression Omnibus (GEO) (GSE156114).

### 2.10. MiRNA Analyses

HCC1806 and HCC1395 cells were treated with negative control GapmeR, GapmeR #1 or GapmeR #2 for 48 h as described above. Total RNA was isolated using the mirVana™ miRNA Isolation Kit (ThermoFisher). Three biological replicates were sent to the TCAG for Affymetrix’s (Applied Bioscience) genechip miRNA 4.0 array analysis, which interrogated all miRNA sequences in miRBase Release 20. The data was processed with the Transcriptome Analysis Console (Affymetrix) to reveal differential gene expression. The raw data is deposited on GEO (GSE163569). Validation of the miRNA gene chip array and individual miRNA quantification was conducted on total RNA (purified using the mirVana miRNA isolation kit) with the pre-formulated primer from the TaqMan miRNA assays (for *RNU48*, *cel-miR-39*, *miR-129*, *miR-373-3p*, *miR-429*, *miR-635*) or TaqMan Advanced miRNA assays (for *miR-21-5p*, *miR-22-5p*, *miR-26b-5p*, *miR-30b-3p*, *miR-190a-3p*, *miR-937-5p*, *miR-6870-5p*, ThermoFisher Scientific). For the TaqMan miRNA assay, cDNA was synthesized from the total RNA using the pre-formulated reverse transcription primers and the reagents in the TaqMan microRNA reverse transcription kit. For the TaqMan miRNA advanced assays, from the total RNA, the specific mature miRNAs are extended in the 3′ end of the mature transcript through poly(A) addition, then lengthened in the 5′ end by adaptor ligation. The modified miRNAs then underwent universal reverse transcription followed by amplification to uniformly increase the amount of cDNA for all miRNAs (miR-Amp reaction). For both assays, TaqMan Fast Advanced Master Mix (ThermoFisher) was used for the QPCR. MiRNA levels detected using either the TaqMan miRNA assay and TaqMan miRNA advanced assay were calculated relative to the reference miRNAs (*miR-221* and *RNU48*, and *miR-21-5p* and *miR-2b6-5p*, respectively) and relative to the negative control.

We utilized the online tool LncBase v2 to identify in silico predicted miRNA target binding sequences on *PART1*, identified with the DIANA-microT algorithm [43]. TargetScan [44] was accessed to identify the predicted mRNA targets for miRNAs regulated by *PART1* in TNBC. The *PART1*-miRNA-mRNA network was visualized using the Cytoscape platform [45].

### 2.11. Luciferase Reporter Assay for PART1—miR-937-5p Interaction

Oligos specific to the wildtype (WT) *PART1* miRNA 937-5p binding region and the mutated version of the sequence (MUT) are listed in Table S2. To make double stranded sequences for cloning, the oligos were admixed into oligo annealing buffer and heated to 90 °C for 3 min, followed by cooling to 37 °C for 15 min. The WT and MUT annealed oligos (ThermoFisher Scientific) were cloned into the multiple cloning site of the pmirGLO Dual-Luciferase miRNA Target Expression Vector (ThermoFisher Scientific, using SacI and XhoI restriction enzymes (New England Biolabs Ltd.). The confirmed vectors were co-transfected into HCC1806 cells with the pRLTK vector (Promega ThermoFisher Scientific), using TransIT-BRCA transfection reagent. 24 h later the mirVana miRNA negative control mimic or mimic-hsa-miR-937-5p (ThermoFisher Scientific) was transfected into the cells using TransIT-BRCA. The resulting firefly and renilla luciferase activity in the cells were measured 24 h later using the Dual-Glo^®^ Luciferase Assay System (ThermoFisher Scientifc) with a SpectraMax^®^ M3 Multi-Mode Microplate Reader (ThermoFisher Scientific). Binding of the mimic sequence to the luciferase reporter vector would inhibit production of luminescence.

### 2.12. Statistics

All statistical analyses were performed in the GraphPad Prism software (GraphPad Software, San Diego, CA, USA). In all cases where three or more groups are compared, a one-way or two-way ANOVA was performed (with Dunnett’s or Tukey’s multiple comparisons post-test as indicated in the figure legend). Comparisons between two groups were done using a two-tailed student’s *t*-test. For co-expression analyses, *p* values were determined by the cor.test() function with the method argument set to “spearman” in Rv4.2. Significant *p* values are indicated as follows in the figures: *p* < 0.05 = *, *p* < 0.01 = **, *p* < 0.001 = ***, *p* < 0.0001 = ****.

## 3. Results

### 3.1. PART1 Is Enriched in Basal-Like/Triple-Negative Breast Cancer Patient Tumors and Is Androgen Inducible in Breast Cancer Cells

To define the potential role of *PART1* in breast cancer, we first analyzed *PART1* expression in breast cancer patient tumors of different subtypes (TCGA PanCancer, Cell 2015 and METABRIC datasets), based on intrinsic molecular subtype (basal-like, claudin low, HER2, luminal A and B), and the lack of hormone receptor expression (i.e., TNBC) [46,47]. This revealed that *PART1* is most expressed in basal-like tumors (Figure 1A, which are predominately TNBCs [46,47]) and in TNBCs (Figure 1B). To assess if *PART1* expression followed the same subtype-specific trends in breast cancer cell lines, we analyzed *PART1* expression in a 57-breast cancer cell line panel (Figure 1C, CCLE dataset, RNA-seq) and in our 24-breast cell line panel by QPCR (Figure 1D). Interestingly, in the cell lines *PART1* expression was not enriched in the basal-like/TNBC cells (Figure 1C,D) as we had noted in patient tumors (Figure 1A,B).

We wondered if the higher *PART1* expression in non-TNBC cell lines is a result of cell culturing conditions (i.e., androgenic signaling molecules are present in the phenol red/FBS containing media). Given that *PART1* has been shown to be responsive to androgens in prostate cancer cells [23], we suspected that the androgens in the cell culture media were influencing *PART1* expression in breast cancer cells. Notably, in the breast cancer cell lines, *androgen receptor* (*AR*) is weakly, positively correlated with *PART1*, whereas in breast cancer patient tumors, *AR* is significantly negatively correlated with *PART1* (Figure 1E,F), potentially suggesting a cell culturing-dependent effect. *AR* expression is lowest in basal-like/TNBC cell lines (e.g., HCC1806 and HCC1395) and highest in luminal/estrogen receptor positive (ER+) cell lines (e.g., T47D, Figure 1G).

We similarly noted that basal-like breast cancer patient tumors had the lowest *AR* expression (Figure 1H). This suggests that in the higher *AR* expressing ER+ breast cancer cell lines cultured in androgen-containing media, *PART1* expression may be at least partially dependent on androgen signaling.

To test this hypothesis, we cultured TNBC HCC1806 cells and ER+ T47D cells in phenol-red free/charcoal-stripped FBS, with or without the addition of 10 nM synthetic androgen R1881. This resulted in a modest induction of *PART1* expression in basal-like HCC1806 cells (1.26-fold, Figure 1I), and a much more significant induction of *PART1* in T47D cells (1.73-fold, Figure 1I). This is consistent with the higher levels of *AR* in T47D cells versus HCC1806 cells (Figure 1G). Addition of *AR* antagonist D36 inhibited the induction of *PART1* by R1881, confirming the role of *AR* on *PART1* levels (Figure 1J). Therefore, *PART1* expression can be amplified by the presence of androgenic signaling molecules in *AR* expressing breast cancer cell lines (e.g., ER+ T47D cells). To assess the potential clinical relevance of *PART1*/AR signaling in breast cancer, we assessed the correlation of *PART1* expression with the androgen signaling gene panel (containing 10 genes, from cBioPortal) across breast cancer subtypes in two breast cancer patient tumor datasets (Figure S1). This failed to reveal strong correlations between androgen signaling genes and *PART1* in breast cancer patient tumors. Together this data leads us to conclude that in TNBC/basal-like breast cancer, where *PART1* expression is highest and most likely clinically relevant, androgens do not play a major role in inducing *PART1* expression.

### 3.2. PART1 Is Oncogenic in Triple-Negative Breast Cancer Cells

Given the predominant expression of *PART1* in TNBC patients (Figure 1A,B), we focused our functional analyses to TNBC cell lines. We prioritized adherent TNBC cell lines with the highest *PART1* expression (HCC1806 and HCC1395) for our assays. Since the androgen induction response (although significant) is minimal in TNBC cells (Figure 1I), and that there is no connection between androgen signaling and *PART1* in breast cancer patient tumors (Figure S1), we opted to not use charcoal-stripped FBS and phenol red-free media for the functional assays.

We were able to generate a modest stable knockdown of *PART1* in HCC1806 cells (Figure 2A). We observed that *PART1* knockdown decreased HCC1806 cell proliferation (Figure 2B). To assess the role of *PART1* in vivo, we injected HCC1806 scramble control and *PART1* knockdown cells into the mammary fat pads of several NOD/SCID mice and found that *PART1* knockdown significantly decreased tumor volumes and tumor weights (Figure 2C). Consistent with the in vitro and in vivo data, high *PART1* expression was generally associated with worse survival in basal-like breast cancers patients based on median cutoffs for high versus low expression (Figure 2D, Table S2).

Given that antisense oligonucleotides (GapmeRs) can also be used to target lncRNAs, we treated HCC1806 and HCC1395 cells with *PART1*-specific GapmeRs. This resulted in decreased *PART1* expression in both cell lines (Figure 2E), and a corresponding decrease in cell proliferation (Figure 2F), and migratory capacity (Figure 2G). We detected some effects on apoptosis in the *PART1* shRNA knockdown clones, but none in the GapmeR-treated cells, nor detectable caspase 3 cleavage, leading us to conclude that *PART1* inhibition has minimal effects on apoptosis (Figure S2). Together, these results support the hypothesis that *PART1* is oncogenic in breast cancer. Furthermore, since *PART1*-mediated cell proliferation and migration can be reduced using *PART1*-specific antisense oligonucleotides (which can be applied therapeutically), *PART1* may represent a novel therapeutic target for TNBC.

### 3.3. PART1 Expression Is Associated with Stemness Gene Expression, Aldefluor^high^ Cancer Stem Cells, and Contributes to Mammosphere Formation Potential

Given that basal-like/TNBCs have higher proportions of tumor-initiating CSCs relative to other subtypes [11,12,13,14,15,16,17], we wondered if *PART1* expression is also associated with CSCs. We assessed the co-expression of *PART1* with CSC markers and stemness genes in breast cancer patient tumor datasets (Figure 3A,B, File S1), and noted significant correlations, especially in the basal-like subtype. Across both patient tumors datasets, *PART1* expression was significantly positively associated with expression of CSC marker *ALDH1A3*, the primary cause of the Aldefluor activity in breast CSC cells [34], and CSC-associated gene *integrin alpha 6* (*ITGA6*, also known as *CD49f*), which is regulated by ALDH1A3 [48].

We used the Aldefluor assay to interrogate the expression of *PART1* in Aldefluor^high^ sorted cells and in the TNBC patient-derived xenograft (PDX) model 7482. Notably, we have previously determined that the sorted Aldefluor^high^ cells of PDX7482 are more tumorigenic in mice than Aldefluor^low^ cells [5]. Hence the PDX has been validated as having CSC populations defined by high Aldefluor activity. *PART1* expression was enriched in the sorted Aldefluor^high^ populations (Figure 3C), in agreement with the patient gene expression data (Figure 3A,B).

We assessed if the GapmeR treatment affected the percentage of Aldefluor^high^ cells directly (Figure S3). We noted no significant changes on the percentages of Aldefluor^high^ cells, suggesting that treatment with *PART1* GapmeR does not selectively target Aldefluor^high^ cells. Breast CSCs/tumor initiating cells (TICs) have an increased capacity to form mammospheres in non-adherent cell culture conditions and sphere-forming potential is an accepted in vitro readout of tumor forming capacity and stemness [32,48,49]. Thus, we evaluated whether *PART1* inhibition affects the mammosphere-forming potential of TNBC PDX 7482, HCC1806, and HCC1395 cells. Treatment of the cells with anti-*PART1* GapmeRs decreased the mammosphere forming potential of PDX 7482, HCC1806, and HCC1395 cells (Figure 3C–E). Together these results suggest that *PART1* is an Aldefluor^high^/CSC-associated lncRNA, that when inhibited, impairs mammosphere forming potential, thereby marking it as a potential anti-breast CSC target.

### 3.4. PART1 Induces Gene Expression Changes in Triple-Negative Breast Cancer Cells and Is Predominately Cytoplasmic

We next wondered how *PART1* was mediating these effects in TNBC. Given the predominate role of lncRNAs in gene regulation [37], it is likely that *PART1* contributes to gene expression regulation in TNBC cells. The microarray gene chip transcriptome analyses revealed that *PART1* knockdown with GapmeRs altered expression of hundreds of genes in HCC1806 and HCC1395 cells (Figure 4A, File S2). 

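HCC1806 and HCC1395 are established TNBC cell lines. Cells of each line were transfected with 15 nM of a negative control GapmeR, *PART1* GapmeR 1 or *PART1* GapmeR 2, and RNA collected after 48 h was hybridised to Affymetrix Human Gene 2.0 ST arrays. GapmeRs are antisense oligonucleotides with a central DNA stretch through which RNase H cuts the RNA they bind. The sequences were ATTCCAGATAAGTAGA for GapmeR 1, GTGATTCCAGAATAAGT for GapmeR 2 and AACACGTCTATACGC for the control. The GapmeRs against *PART1* share the stretches ATTCCAGA and ATAAGT. These overlap by a base in GapmeR 1 and follow each other directly in GapmeR 2, so the oligonucleotides are alike over most of their length. A change seen with both is therefore not a fully independent check on effects of the sequence. Each of the 6 groups had 3 arrays, 18 arrays in all. The replicates are numbered, but nothing used here says whether they came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. The values are the authors' log2 signals, normalized by RMA in the Affymetrix Expression Console according to the submitters' processing notes, with no version given. The table held 53617 transcript clusters, the array's units for a gene or part of one, with signals from 0.28 to 13.70 and array medians from 4.04 to 4.13. The platform's annotation gave a gene symbol for 16098 transcript clusters and none for 37519, and a further 287 were named through File S2. The genome build behind the array was not given in the sources used here. From the log2 values, each GapmeR was compared with the control in each line with limma (lmFit and eBayes over the 9 arrays of the line), with Benjamini-Hochberg adjustment over all transcript clusters. The number of arrays limits the precision. When 50 transcript clusters were changed 2-fold in simulated data with the spread of these arrays, the adjusted tests of GapmeR 1, GapmeR 2 and both recovered 35, 34 and 43 of them in HCC1806 and 39, 37 and 45 in HCC1395. Of 50 changed 1.6-fold they recovered 10, 8 and 16, and 15, 10 and 22. Changes of 3-fold and 4-fold were put in together with these, and each test gave 5 to 14 false calls. The noise was drawn independently for each transcript cluster and array from limma's estimate of the spread. Real arrays may therefore allow fewer changes to be recovered.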

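In HCC1395 cells, the log2 signal of *PART1* (transcript cluster 16985067) was 5.45, 5.76 and 5.61 on the control arrays, 4.93, 4.72 and 5.36 with GapmeR 1 and 4.86, 5.29 and 4.70 with GapmeR 2. The log2 fold changes were −0.60 and −0.66 (standard error 0.20 each, adjusted p = 0.895 and 0.701 from limma), with 6 of 6 GapmeR arrays under the control mean. In HCC1806 cells, the signal was 3.88, 3.69 and 3.94 on the control arrays, 4.04, 3.68 and 4.07 on those labelled GapmeR 1 and 4.03, 4.47 and 3.87 on those labelled GapmeR 2. *PART1* was thus not lower on the HCC1806 arrays labelled GapmeR (log2 fold changes of 0.09 and 0.28, standard error 0.18 each, adjusted p = 0.958 and 1.00 from limma). With 1 array left out, the former ranged from 0.02 to 0.21, and the latter was 0.11 without GapmeR 2 replicate 2. The paper's QPCR shows *PART1* lower in both lines (Fig. 2E), which does not settle the labels, while 6 of 6 genes changed in its QPCR of HCC1806 (*ACSL3*, *GPR89B*, *PPP2R3A*, *CDKAL1*, *MYO5A* and *ZHX2*) run on the arrays the way the labels say. The HCC1806 control values of *PART1* lie under the array medians of 4.04 to 4.13, so whether a dim signal hid a decrease cannot be told. The part of *PART1* that the probes cover is not known here. Every direction given for HCC1806 is therefore that of the arrays labelled GapmeR against the control arrays.

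**Figure D1:**
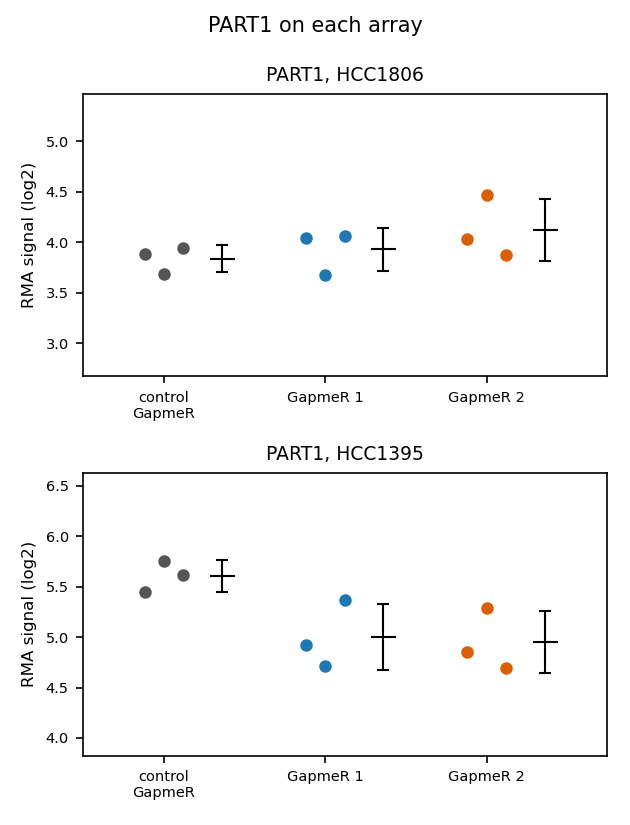
Log2 signal of *PART1* on each array (points) with the group mean and SD (bar), for control, GapmeR 1 and GapmeR 2 in HCC1806 and HCC1395. The GapmeR arrays of HCC1395 lie between 4.70 and 5.36 and its control arrays between 5.45 and 5.76, while the groups of HCC1806 overlap.

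At the study's threshold of 1.6-fold and an unadjusted p under 0.05 with at least 1 GapmeR, limma gave 1106 transcript clusters in HCC1806, 437 higher and 669 lower, and 950 in HCC1395, 625 higher and 325 lower. Of these, 136 in HCC1806 and 93 in HCC1395 carry a gene symbol. A block of 3575 transcript clusters, with IDs before the first that has a gene symbol, held 401 of the 1106 and 400 of the 950. What this block measures is not given in the sources used here, and it need not be genes. It is included in the counts, overlaps and regroupings over all transcript clusters. Among the genes with the largest changes in HCC1806 that were on 1 side of the control mean in all 6 arrays labelled GapmeR, *JAK2*, a tyrosine kinase of cytokine signalling, had log2 fold changes of −1.01 and −0.75 (standard error 0.44) with GapmeR 1 and GapmeR 2, at −0.43 without GapmeR 1 replicate 1 and −0.46 without GapmeR 2 replicate 2. The p53-induced lncRNA *PURPL* was at −1.03 and −1.05 (standard error 0.33) and *HS6ST2*, a heparan sulfate 6-O-sulfotransferase, at −0.82 and −0.72 (standard error 0.21). Higher were *CABLES1*, which encodes a cyclin-dependent kinase binding protein, at 0.86 and 0.74 (standard error 0.26), *VNN1*, a pantetheinase, at 0.79 (0.40 without GapmeR 1 replicate 1) and 0.76 (standard error 0.31) and *MIR4298* at 0.75 and 1.27 (standard error 0.21). In HCC1395, *SLIT3*, a secreted ligand of ROBO receptors, had log2 fold changes of −0.74 and −1.01 (standard error 0.13) and the homeobox gene *ARGFX* −1.04 (standard error 0.21) with both GapmeRs together. The zinc finger gene *ZNF735* was at −0.79 and −0.75 (−0.49 without control replicate 3; standard error 0.22). *SMR3A* was at 1.14 and 0.71 (0.29 without GapmeR 2 replicate 1; standard error 0.33) and the topoisomerase pseudogene *TOP1P1* at 0.83 and 0.72 (standard error 0.18). *CABLES1*, *VNN1* and *MIR4298* in HCC1806 and *ARGFX*, *ZNF735* and *SMR3A* in HCC1395 were dim, with all control arrays under the array medians. At an adjusted p under 0.05, limma called 0 transcript clusters in HCC1806 with GapmeR 1, with GapmeR 2 and with both together, where 3203, 2721 and 2821 had an unadjusted p under 0.05, and 0 in HCC1395, where 2889, 3608 and 3514 did. The ANOVA of File S2 after Benjamini-Hochberg adjustment called 1, *CUEDC2* with GapmeR 2 in HCC1395, and 0 in the other comparisons; it is named here after its value was seen (log2 fold change of −0.20). An unadjusted p under 0.05 is reached by 2681 of the 53617 transcript clusters by chance alone, and simulated arrays without any effect gave on average 684 transcript clusters past the study's threshold in HCC1806 and 555 in HCC1395. These simulations draw independent noise and lack variation shared by whole arrays. The real arrays regrouped at random gave a median of 969 in HCC1806 and 751 in HCC1395. Of 100 groupings, the real one included, 14 reached 1106 and 11 reached 950, so chance is not excluded. With the ANOVA of File S2 in place of limma, 544 and 508 transcript clusters passed the study's threshold, and without the dimmest 40% of transcript clusters 581 and 468 did. The paper concludes from the arrays, together with QPCR of selected genes (Fig. 4B), that *PART1* knockdown altered the expression of many genes in both lines. From the non-coding transcripts among them it proposes that *PART1* acts on protein-coding genes in part indirectly.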

The heatmap analysis revealed a high degree of gene expression overlap between the two GapmeRs within the two cell lines, with partial overlap across the cell lines (Figure 4A).

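Of the transcript clusters past 1.6-fold at an unadjusted limma p under 0.05, 103 were higher and 29 lower with both GapmeRs in HCC1395, and 37 were higher and 87 lower with both on the HCC1806 arrays labelled GapmeR. In HCC1395, the miRNA genes *MIR3975* (log2 fold changes of 1.14 and 1.53, standard error 0.30), *MIR626* (0.68 and 1.05, standard error 0.22), *MIR548L* (0.83 and 0.91, standard error 0.30) and *MIR4637* (0.77 and 0.90, standard error 0.30) were higher with GapmeR 1 and GapmeR 2 alike. *MIR548L* was at 0.47 with GapmeR 1 without its replicate 1, and *MIR4637* at 0.56 with GapmeR 2 without its replicate 3. In HCC1806, *MIR1299* (−1.35 and −0.78, standard error 0.46), *MIR548X* (−0.85 and −1.07, standard error 0.40), *MIR4263* (−1.14 and −0.77, standard error 0.22) and the pseudogene *FGF7P3* (−0.75 and −1.50, standard error 0.36) were lower. With GapmeR 1, *MIR1299* was at −0.72 without GapmeR 1 replicate 1, *FGF7P3* at −0.45 without GapmeR 1 replicate 3, and *MIR548X* at −0.53 and −1.29 without control replicates 2 and 3. *MIR3621* (0.81 and 0.79, standard error 0.37) and the pseudogene *HAVCR1P1* (0.72 and 0.74, standard error 0.30) were higher there. Without control replicate 1, *MIR3621* was at 0.32 and 0.30 and *HAVCR1P1* at 1.16 and 1.17, and without control replicate 3 *HAVCR1P1* was at 0.44 and 0.46. *MIR323B* was over the control mean on all 6 arrays labelled GapmeR in HCC1806 (0.68 and 0.82, standard error 0.28) and under it on all 6 in HCC1395 (−0.75 and −0.76, standard error 0.23). With GapmeR 1 it was at 0.44 in HCC1806 without control replicate 2 and at −0.50 in HCC1395 without GapmeR 1 replicate 3. Several of these genes were dim. In HCC1395, the control arrays were at 1.10, 1.38 and 1.12 for *MIR4637*, 2.41, 3.01 and 1.79 for *MIR3975* and 2.67, 2.67 and 2.27 for *MIR626*. They were at 3.59, 3.48 and 3.13 for *MIR548L* and 3.22, 3.10 and 3.54 for *MIR323B*. In HCC1806, those of *MIR548X* were at 2.89, 3.30 and 1.79 and those of *MIR323B* at 3.13, 2.19 and 2.69. These lie under the array medians of 4.04 to 4.13, while the HCC1806 controls of *MIR1299* and *MIR4263* lay over them. None of the genes given with values here passed the adjusted test. Across all transcript clusters, which are not independent replicates, Pearson's r between the log2 fold changes of the GapmeRs was 0.472 in HCC1806 (Spearman's rho 0.437) and 0.576 in HCC1395 (0.545). Both GapmeRs are compared with the same control arrays, which alone gave r = 0.50 and 0.499 in simulated data without an effect. The covariance was 0.0281 in HCC1806 against 0.0228 in those simulations, and 0.0316 against 0.0198 in HCC1395. With GapmeR 1 set against 2 of the control arrays and GapmeR 2 against the other, r was 0.0710, 0.00354 and 0.0123 in HCC1806 and 0.0963, 0.104 and 0.0805 in HCC1395. Independent lists of these sizes would share 1.02 higher and 2.66 lower transcript clusters in HCC1806 and 2.45 and 0.584 in HCC1395, while the simulations without an effect shared 39.4 and 41.6, and 31.7 and 32.3. Those simulations draw independent noise, without variation shared by whole arrays. Of 100 random groupings of the arrays, the real one included, 76 reached the r of HCC1806 and 6 that of HCC1395.
Across the lines, 111 transcript clusters passed the threshold in both. Of these, 24 were higher and 24 lower in both lines, against 5.09 and 4.06 expected of independent lists, and 63 ran in opposite directions, against 10.4. When the arrays were regrouped at random within each line, the regrouped arrays shared a median of 40 in one direction, against 48 here. Without the dimmest 40% of transcript clusters 18 were shared in one direction, and with the ANOVA of File S2 in place of limma 8 were. The named genes among the 48 that ran the same way were *SUPT3H*, *FGF7P3*, *GABRA3*, a GABA receptor subunit, and *MIR4632*, all lower, and the small nucleolar RNA gene *SNORD45C*, which was higher. They were named after their values were seen. The log2 fold changes of the lines, each against its own control arrays, had a Pearson's r across transcript clusters of −0.003 for GapmeR 1 and −0.065 for GapmeR 2.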

To validate the gene chip array results, we performed QPCR on genes significantly differentially expressed upon *PART1* knockdown in one or both cell lines (Figure 4B). This confirmed both common (e.g., *myosin-Va*, *MYO5A*; zinc fingers and *homeoboxes protein 2*, *ZHX2*) and distinct gene regulation by *PART1* across cell lines, or in only HCC1395 (e.g., *bicaudal C homolog 1*, *BICC1*) or HCC1806 (e.g., *serine/threonine-protein phosphatase 2A regulatory subunit B*, *PPP2R3A*) cells.

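Among the genes of the QPCR panel, *GPR89A* and *GPR89B*, near-identical genes for a Golgi pH regulator, were higher on the HCC1806 arrays labelled GapmeR. Transcript cluster 16669963 had log2 fold changes of 0.83 and 0.88 with GapmeR 1 and GapmeR 2 (standard error 0.20), transcript cluster 16670141, *GPR89B* in the annotation and *GPR89A* in File S2, of 0.84 and 0.90 (standard error 0.19), each over the control mean on 6 of 6 arrays, and another, 16692168, had 0.21 and 0.33 (standard error 0.17), over it on 5 of 6, the former at 0.37 and 0.07 without GapmeR 1 replicates 1 and 2. Whether the probes of *GPR89A* and *GPR89B* are shared is not known here, so they need not be separate changes. The fatty acid ligase gene *ACSL3* rested at 9.23 ± 0.28 (SD, n = 3) in the HCC1806 controls and had log2 fold changes of 0.53 and 0.60 (standard error 0.15). *CDKAL1*, which encodes a tRNA-modifying enzyme, was lower there, at −0.89 and −0.79 (standard error 0.26) from a control level of 9.18 ± 0.16 (SD, n = 3), and at −0.20 and −0.25 (standard error 0.11) in HCC1395. *SUPT3H*, a subunit of a transcription coactivator complex, was lower in both lines, at −1.12 and −0.65 (standard error 0.31) in HCC1806 and −1.08 and −0.29 (standard error 0.12, adjusted p = 0.156 and 0.729 from limma) in HCC1395. Tested with limma over the named transcript clusters alone, a choice made after the values were seen, *SUPT3H* passed with GapmeR 1 in HCC1395 (adjusted p = 0.0350). In HCC1395, the serine protease gene *KLK5* was at −0.87 and −0.75 (standard error 0.27), against 0.11 and −0.13 (standard error 0.23) in HCC1806, where single arrays turn the sign (−0.11 without GapmeR 1 replicate 1 and 0.04 without GapmeR 2 replicate 3), and the lncRNA *LOC101928401* at 0.72 and 0.69 (standard error 0.19) from a low control level of 2.12 ± 0.16 (SD, n = 3). Of the 11 panel genes, 7 have a symbol in the annotation. With limma, 0 of these passed at an adjusted p under 0.05 over all genes in either line, while 5 in HCC1806 and 4 in HCC1395 had an unadjusted p under 0.05 with both GapmeRs together. Adjusted over the list alone, 5 passed in HCC1806 (*GPR89A* and *GPR89B* higher, *ZHX2*, *CDKAL1* and *SUPT3H* lower) and 3 in HCC1395 (*BICC1*, *SUPT3H* and *KLK5* lower), to which the unadjusted test adds *CDKAL1*. As a set, the panel was lower in HCC1395 (camera, adjusted p = 0.00336, and adjusted p = 0.192 with an estimated correlation). The study chose these genes on these arrays, so neither count is independent evidence of their direction. *ACSL3*, *LOC101928401*, *MYO5A* and *PPP2R3A* are named here through File S2 and stand outside that set.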

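The difference between the lines in the log2 fold change with both GapmeRs (HCC1806 minus HCC1395) was tested in one limma fit of the 18 arrays. Among the genes of the QPCR panel, it was largest for *BICC1*, an RNA-binding protein gene, at 1.48 (standard error 0.34), since *BICC1* was lower in HCC1395 and had a log2 fold change of 0.50 (standard error 0.28; 0.81 and 0.23 without control replicates 1 and 3) on the HCC1806 arrays labelled GapmeR. For *MYO5A*, the gene of an actin-based motor, the difference was −0.90 (standard error 0.32) and for the transcriptional repressor gene *ZHX2* it was −0.55 (standard error 0.20), both genes being lower in HCC1806 by more than in HCC1395. The difference was 0.55 (standard error 0.18) for *PPP2R3A*, a regulatory subunit of protein phosphatase 2A, and 0.49 (standard error 0.15) for *ACSL3*. *KLK5* differed by 0.81 (standard error 0.32) and *LOC101928401* by −0.68 (standard error 0.27). For *SUPT3H* the difference was −0.20 (standard error 0.31). Adjusted over the genes the study names, which it chose on these arrays, the p-value was 0.0104 for *BICC1*, 0.0231 for *MYO5A* and *ZHX2*, 0.0189 for *PPP2R3A* and 0.549 for *SUPT3H*. Adjusted over all 53617 transcript clusters it was 0.496 for *BICC1* and 0.681 for *MYO5A* and *ZHX2*. Over all transcript clusters, limma called 0 differences between the lines at an adjusted p under 0.05, with a smallest adjusted p of 0.434 and 3540 at an unadjusted p under 0.05.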

Consistent with the oncogenic effects of *PART1* in the TNBC cells, *PART1* knockdown downregulated *MYO5A*, *ZHX2* and *BICC1*, which have all been implicated in cancer progression [49,50,51,52]. In contrast, *PART1* knockdown upregulated *PPP2R3A*, which is a suspected tumor suppressor [53]. 

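On the HCC1806 arrays labelled GapmeR, *MYO5A* had a log2 signal of 5.55 ± 0.25 (SD, n = 3) with GapmeR 1 and 5.06 ± 0.72 with GapmeR 2, against 6.27 ± 0.05 on the control arrays. The log2 fold changes were −0.72 and −1.21 (standard error 0.30, adjusted p = 0.836 and 0.888 from limma). *ZHX2* was at 5.59 ± 0.37 and 5.93 ± 0.07 against 6.51 ± 0.13, with log2 fold changes of −0.92 and −0.58 (standard error 0.18, adjusted p = 0.820 and 0.940 from limma). Both genes were under the control mean on all 6 arrays labelled GapmeR. In HCC1395, *MYO5A* ran in opposite directions with the GapmeRs, with log2 fold changes of 0.19 and −0.32 (standard error 0.17) around a control level of 7.12 ± 0.23. The former was 0.29 and 0.07 without control replicates 1 and 3, and the latter −0.17 without GapmeR 2 replicate 1. *ZHX2* had log2 fold changes of −0.29 and −0.11 (standard error 0.14) from 6.69 ± 0.07, and with GapmeR 2 it was at 0.03 without GapmeR 2 replicate 1 and −0.23 without replicate 3. *BICC1* was lower in HCC1395, at 7.68 ± 0.23 and 8.00 ± 0.28 against 8.82 ± 0.13, with log2 fold changes of −1.14 and −0.82 (standard error 0.17, adjusted p = 0.631 and 0.659 from limma). In HCC1806, where its control level of 3.33 ± 0.58 was low, the log2 fold changes of *BICC1* were 0.53 and 0.46 (standard error 0.33), which become 0.84 and 0.77 without control replicate 1 and 0.27 and 0.20 without control replicate 3. The value with GapmeR 1 is 0.82 without GapmeR 1 replicate 2, and that with GapmeR 2 is 0.27 without GapmeR 2 replicate 3. Each group holds 3 arrays, so an exact permutation test of 1 group against another cannot reach a p under 0.1.

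**Figure D2:**
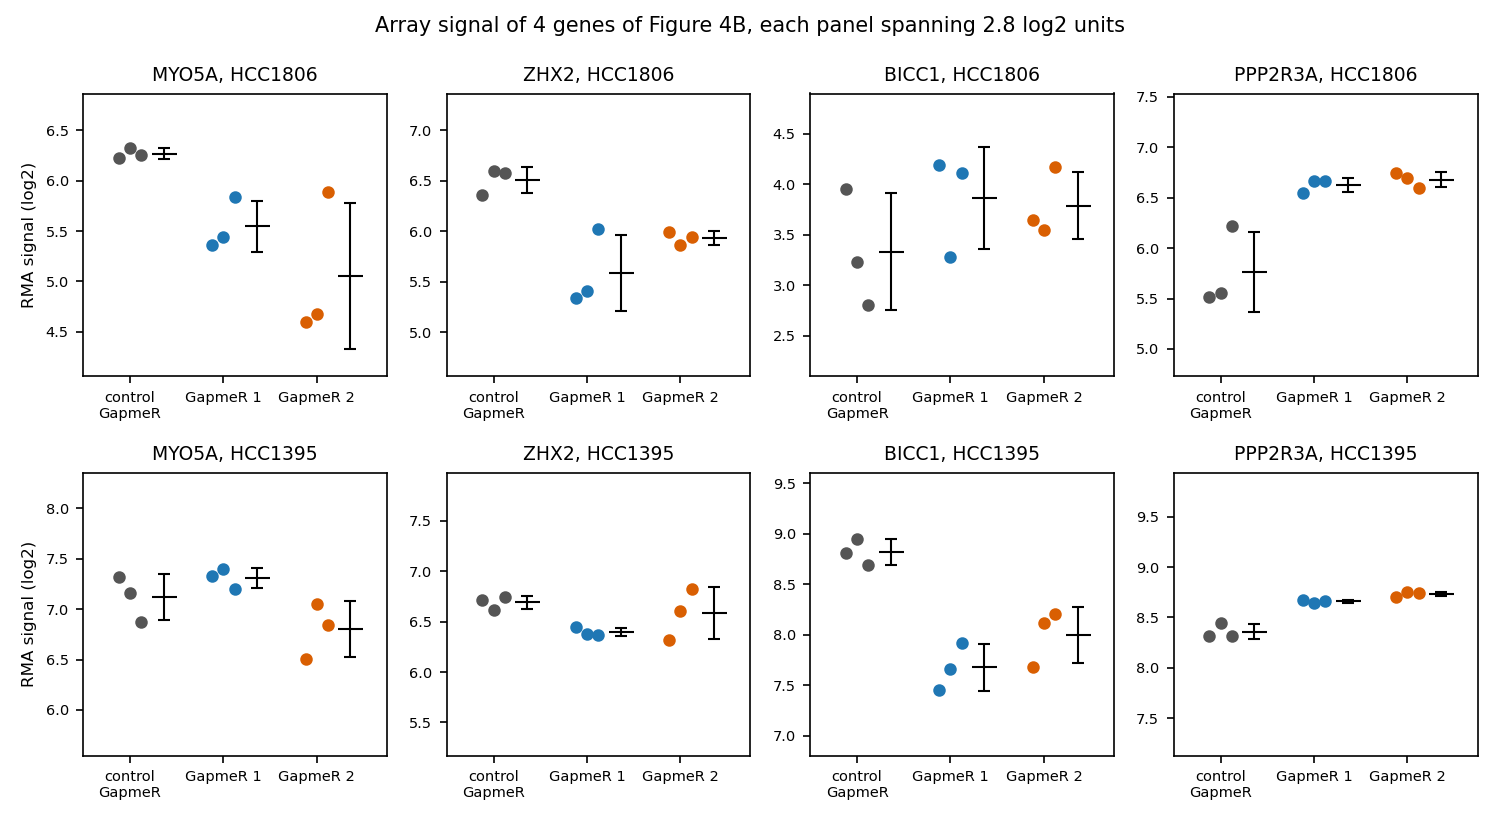
Log2 signal of *MYO5A*, *ZHX2*, *BICC1* and *PPP2R3A* on each array (points, n = 3 per group) with the group mean and SD (bar), in HCC1806 and HCC1395. Each panel spans the same number of log2 units, so that distances can be compared. *MYO5A* and *ZHX2* lie under the control mean on all HCC1806 arrays labelled GapmeR, and *BICC1* on all GapmeR arrays of HCC1395.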

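The log2 signal of *PPP2R3A* was 6.63 ± 0.07 (SD, n = 3) and 6.68 ± 0.08 on the HCC1806 arrays labelled GapmeR 1 and GapmeR 2, against 5.77 ± 0.40 on the control arrays. This is a log2 fold change of 0.86 and 0.91 (standard error 0.18, adjusted p = 0.822 and 0.857 from limma), or 1.81-fold and 1.88-fold. In HCC1395, *PPP2R3A* started from a higher level, 8.36 ± 0.07, and was at 8.66 ± 0.01 with GapmeR 1 and 8.73 ± 0.02 with GapmeR 2. The log2 fold changes there were 0.30 and 0.37 (standard error 0.10, adjusted p = 0.894 and 0.659 from limma), under the study's fold threshold. *PPP2R3A* was over the control mean on 6 of 6 arrays labelled GapmeR in each line.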

We detected minimal changes in gene expression of CSC markers, stemness genes and androgen signaling genes (Figure S4 and Figure S5).

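CSC markers and stemness genes went both ways on the arrays. Of 16 measured genes of this list, 8 were higher and 8 lower with both GapmeRs on the HCC1806 arrays labelled GapmeR (camera, adjusted p = 0.817, and 0.881 with an estimated correlation), and 10 were higher and 6 lower in HCC1395 (adjusted p = 0.948, and 0.959 with an estimated correlation). In HCC1806, the log2 fold change was −0.15 for the CSC marker *CD44*, −0.27 for *PROM1*, which encodes CD133, −0.27 for *TWIST1* and 0.37 for *ZEB1*, both transcription factors of the epithelial-mesenchymal transition. Single arrays move these values: *TWIST1* was at −0.11 without control replicate 1, *ZEB1* at 0.59 and 0.18 without control replicates 1 and 2, and *CD44* at −0.03 and −0.29 without control replicates 2 and 3 and at −0.24 without GapmeR 1 replicate 2. In HCC1395, the pluripotency gene *POU5F1* was at 0.47, *NANOG* at −0.25 and *TCF4* at −0.29, the latter genes at −0.14 and −0.18 without control replicate 3. With limma, 0 of the 16 genes passed at an adjusted p under 0.05 in either line, over all genes or adjusted over the list alone, and 0 in HCC1806 and 1 in HCC1395 (*POU5F1*) had an unadjusted p under 0.05 with both GapmeRs. Of 8 measured androgen-regulated genes, 3 were higher and 5 lower in HCC1806 (camera, adjusted p = 0.820), and 4 were higher and 4 lower in HCC1395 (adjusted p = 0.602). Among them, the log2 fold change of *KLK3*, which encodes PSA, was −0.08 in HCC1395 (from −0.14 to −0.01 with 1 array left out), that of *KLK2* was 0.29 in the same line, and that of *FKBP5* was −0.14 in HCC1806 (from −0.24 to −0.02 with 1 array left out). Of 5 androgen receptor coregulators, 3 were higher and 2 lower in each line (camera, adjusted p = 0.817 in HCC1806 and 0.911 in HCC1395), with *SOX9* in HCC1806 at 0.63 with GapmeR 1 and 0.59 with GapmeR 2, and at 0.37 and 0.33 without control replicate 3. With GapmeR 1 it was at 0.40 without GapmeR 1 replicate 2 and 1.01 without replicate 3. No gene of these androgen lists passed limma's adjusted test, over all genes or over the list alone, and 1 of them, *KLK2* in HCC1395, had an unadjusted p under 0.05 with both GapmeRs. In the stemness list of HCC1806, the median log2 fold change was 0.01 and the mean −0.02.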

It is also notable that most of the transcript changes induced by *PART1* in the TNBC cells are in non-coding genes, including other lncRNAs, miRNAs and small nuclear RNAs (Figure 4C). 

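Genes for miRNAs made up the largest class of non-coding genes past the study's threshold. They were 35 of the 136 named transcript clusters in HCC1806 (25.7%) and 33 of the 93 in HCC1395 (35.5%), against 7.68% of the 16098 named transcript clusters of the array. On the HCC1806 arrays labelled GapmeR, the other non-coding classes were lncRNAs, with 5 transcript clusters (3.68%; *PURPL*, *LINC01088*, *LINC00630*, *LOC100287846* and *EOLA2-DT*), transcribed pseudogenes, with 6 (4.41%), and other non-coding RNA genes, with 2 (1.47%; *SCARNA10* and *SCARNA11*). In HCC1395 there were 10 lncRNAs (10.8%), 14 transcribed pseudogenes (15.1%) and 1 pseudogene of a non-coding RNA (1.08%; *DLEU2L*). All of these but *PURPL* were named after their values were seen. On the array, lncRNAs are 9.91% and transcribed pseudogenes 3.17% of the named transcript clusters. Genes for small nuclear RNAs are 14 of them, and 0 of these passed 1.6-fold at an unadjusted limma p under 0.05 in either line. Over all classes, 48 of the 136 genes in HCC1806 (35.3%) and 58 of the 93 in HCC1395 (62.4%) were non-coding by RefSeq class. Without the dimmest 40% of transcript clusters the share was 23.4% in HCC1806 and 57.1% in HCC1395, against 14.3% and 14.4% of the named transcript clusters left on the array. Transcript clusters without a gene symbol, which have no class here, were 87.7% of those past the threshold in HCC1806 and 90.2% in HCC1395.

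**Figure D3:**
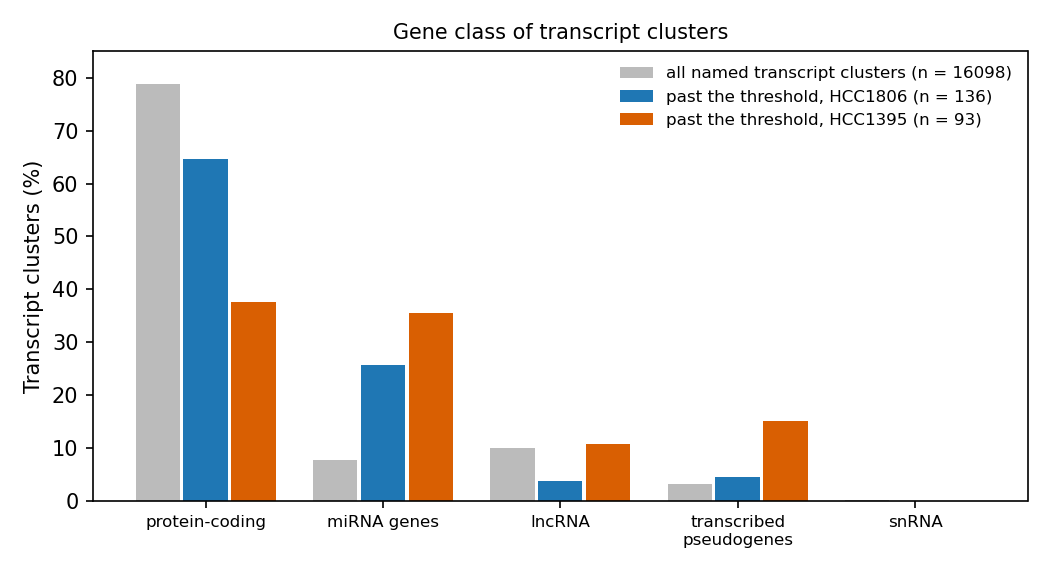
Percent of named transcript clusters in each gene class, for all 16098 on the array and for those past the study's threshold in HCC1806 (n = 136) and HCC1395 (n = 93). Bars for miRNA genes stand at 7.68%, 25.7% and 35.5%, and those for protein-coding genes at 78.9%, 64.7% and 37.6%.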

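Protein-coding genes are 12695 and non-coding genes 3403 of the named transcript clusters of the array. The odds that a non-coding gene passed the study's threshold in HCC1806, on the arrays labelled GapmeR, were 2.05 times those of a protein-coding gene (95% confidence interval 1.41 to 2.95, Fisher's exact test, two-sided, p = 1.26e-04). In HCC1395, the odds ratio was 6.27 (95% confidence interval 4.05 to 9.85, Fisher's exact test, two-sided, p = 7.58e-18). Non-coding genes were dimmer on the arrays, with a median log2 signal of 3.64 in HCC1806 and 3.66 in HCC1395, against 5.65 and 5.60 for protein-coding genes. Compared within 5 bins of mean signal, the pooled odds ratio was 1.98 (95% confidence interval 1.33 to 2.96, Mantel-Haenszel) in HCC1806 and 3.40 (2.20 to 5.26) in HCC1395. In HCC1806 it was 1.93, 3.17 and 1.92 in the dimmer bins 1 to 3. In bin 4, 1 of 18 calls was non-coding (odds ratio 0.611), and in bin 5, the brightest, 0 of 24. The 95% confidence intervals of these bins of HCC1806 included 1 in all but bin 2. In HCC1395, bins 4 and 5 held 3 calls each. Replicate arrays also spread more for non-coding genes, with a median SD of 0.222 against 0.192 in HCC1806 and 0.205 against 0.166 in HCC1395. When the 9 arrays of a line were regrouped at random, the median odds ratio was 2.90 in HCC1806 and 6.33 in HCC1395. An excess as large thus comes from groupings that ignore the labels, and it is no evidence of an effect of the GapmeRs.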

Considering that the Human Gene 2.0 ST Array has more coverage of the coding genome, the transcript changes induced by *PART1* are over-represented among non-coding genes in the TNBC cells. Given that regulatory nature of non-coding RNAs, *PART1* may be indirectly affecting protein-coding gene expression by modulating these transcripts. This could explain the distinct *PART1*-mediated gene regulation in the cell lines, which would also depend upon the cell-line specific abundance of these non-coding RNAs.

Sub-cellular fractionization partially defines the mode of gene regulation of a lncRNA, where nuclear lncRNAs are often chromatin modifiers and cytoplasmic lncRNAs may act as miRNA sponges (i.e., competitive endogenous RNAs, ceRNAs) [37]. Thus, to determine how *PART1* may be affecting gene expression, we first assessed its cellular localization. The LncATLAS database provides relative cellular fraction concentrations of over 6000 lncRNAs (determined by RNA-seq) across a panel of cell lines, including one breast cancer cell line, ER+/PR+ MCF7 cells [36]. In comparison to highly nuclear lncRNA *NEAT1* and cytoplasmic lncRNA *DANCR*, *PART1* is predominately cytoplasmic in the cell lines assessed by LncATLAS (Figure 4D). To validate these findings in TNBC, we performed subcellular fractionation of HCC1806 cells followed by QPCR on the nuclear and cytoplasmic fractions. Similar to the LncATLAS data, we found that *PART1* is predominately cytoplasmic in the TNBC cells (Figure 4E). These localization results, in addition to the large portion of non-coding transcripts regulated by *PART1* in the gene array, indicate that *PART1* may interact with miRNAs to regulate gene expression in TNBC.

### 3.5. PART1 Alters the miRNA Landscape in Triple-Negative Breast Cancer Cells

Previous reports have shown that *PART1* acts as a ceRNA on seven miRNA targets; *miR-635* [54], *miR-129* [28], *miR-373-3p* [55], *miR-429* [55], *miR-150-5p* [56,57], *miR-143-3p* [27], and *miR-190a-3p* [30]. We used TargetScan [55] to identify the predicted mRNA targets for each of these seven miRNAs. We then compared these mRNA hits to our list of genes downregulated or upregulated by *PART1* knockdown in TNBC cells (thresholds of ±1.6-fold change, *p* value < 0.05, File S2) to determine which miRNAs are predicted to regulate the same mRNAs as *PART1*. 

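File S2 lists 202 transcript clusters for HCC1806 and 226 different ones with a value here for HCC1395. All of them ran in the listed direction in the limma fit of the same arrays. By limma, 146 of those for HCC1806 and 160 of those for HCC1395 passed 1.6-fold at an unadjusted p under 0.05. By the paper's own values in File S2, 17 and 13 of them pass with both GapmeRs. Named genes past the threshold in HCC1806, on the arrays labelled GapmeR, were 53 higher and 83 lower. They included *ASNS*, the asparagine synthetase gene, at a log2 fold change of 0.75 with GapmeR 1 (standard error 0.24), the fatty acid synthesis gene *ACACA* at −0.86 (standard error 0.24) and *MIR635*, the gene of a miRNA reported to bind *PART1*, at −0.70 with GapmeR 1 (standard error 0.17), which passed when adjusted over its list of miRNA genes and hosts alone (adjusted p = 0.0240 from limma). With GapmeR 2 *MIR635* was at −0.13 there (−0.02 without control replicate 2), and in HCC1395 it was at 0.37 (0.18 without control replicate 2) and 0.19 (−0.12 without GapmeR 2 replicate 3), with a standard error of 0.27. Without control replicate 3 of the line, each of these values was larger in size. The transcript cluster is that of the miRNA gene. The paper measured the mature *miR-635* by TaqMan assay, did not detect its regulation and calls it lowly expressed. In HCC1395, 43 named genes were higher and 50 lower, among them the claudin gene *CLDN7* at −0.70 (standard error 0.22) with GapmeR 1. These genes belong to gene lists fixed beforehand, and 0 of them passed limma's adjusted test over all transcript clusters, while each had an unadjusted p under 0.05 with that GapmeR.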

Of note, *miR-190a-3p* had the greatest number of predicted mRNA targets among our gene lists (File S3). In contrast, *miR-150-5p* and *miR-143-3p* had only one predicted mRNA target within our gene list.

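The genes of File S3 that are predicted targets of *miR-190a-3p* were mostly lower. Of 30 for HCC1806, 24 were lower and 6 higher with both GapmeRs on the arrays labelled GapmeR, with a median log2 fold change of −0.53, and of 19 for HCC1395, 16 were lower and 3 higher, with a median of −0.61. *CDH10*, a cadherin gene, had log2 fold changes of −1.82 and −1.74 (standard error 0.61) in HCC1806, and the synaptotagmin gene *SYT1* of −0.52 and −0.67 (standard error 0.13), while the zinc finger gene *ZNF708* was at 0.94 and 0.63 (standard error 0.13). In HCC1395, the glypican gene *GPC6* was at −0.80 and −0.54 (standard error 0.14), the calcium channel gene *CACNB4* at −0.79 and −0.46 (standard error 0.14) and the homeobox gene *HOXD10* at −0.55 and −0.67 (standard error 0.18). For *miR-635*, 13 of 17 targets were lower in HCC1806 and 5 of 10 in HCC1395. The targets of *miR-429* numbered 7 and 3, those of *miR-129-5p* 2 and 3, those of *miR-373-3p* 2 and 2, and *miR-150-5p* and *miR-143-3p* had 1 each in HCC1806. By limma, 19 of the 30 *miR-190a-3p* targets in HCC1806 and 13 of the 19 in HCC1395 passed the study's threshold, and 0 passed the adjusted test. The study drew these targets from its lists of regulated genes, so their directions are those of the lists and no independent evidence. The 6 target genes given with values were chosen after their values were seen.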

We therefore proceeded with quantifying the levels of the five miRNAs that had at least 4 predicted mRNA hits within our gene list (i.e., *miR-190a-3p*, *miR-635*, *miR-429*, *miR-129*, *miR-373-3p*). We isolated mature miRNAs from the TNBC cells using the miRVana kit and quantified the levels of the miRNAs with specific TaqMan miRNA assays. Only *miR-190a-3p* was increased upon *PART1* knockdown in TNBC cells; however, it was significant in only one knockdown in HCC1395 cells (Figure 5A). This suggests that there are likely additional mechanisms contributing to the *PART1*-mediated gene regulation we describe in Figure 4.

None of the prior studies that identified miRNA targets of *PART1* performed an “omics” approach to identify all potential *PART1*-miRNA interactions (i.e., they focused on characterizing individual miRNA interactions). The DIANA web-based tool LncBase v2 predicts that there are over 400 mature miRNAs that could theoretically be sponged by at least one *PART1* transcript (threshold set to 0.7, File S4). This is perhaps not surprising given that *PART1* encodes multiple transcripts, the largest one being over 5000 bases in length, giving significant opportunity for miRNA interactions. While the miRNA-binding prediction tool does not consider factors such as *PART1* and miRNA abundance, nor the secondary and tertiary structure of the lncRNA (which would physically exclude certain interactions), it does suggest that an omics-based approach is warranted for experimentally identifying miRNAs that may be regulated by *PART1*. We therefore performed gene chip 4.0 miRNA arrays, designed to interrogate all miRNA sequences in miRBase Release 20 on HCC1806 and HCC1395 cells (File S5).

The miRNA gene chip array analysis revealed that *PART1* knockdown both increased and decreased several mature miRNAs in the TNBC cells (Figure 5B; Figure S6, volcano plots). We identified a list of miRNAs potentially regulated by *PART1* in TNBC cells that had predicted mRNA targets within our gene lists of *PART1*-regulated mRNAs (Figure 5B, File S5). The heatmap analysis of the miRNAs revealed a high degree of overlap between the two GapmeR-treated samples with partial overlap across the two cell lines (Figure 5B). We noted that miRNAs that were regulated by *PART1* with at least a 1.3-fold change were mostly less abundant than *PART1*, and generally between a miRNA:*PART1* abundance ratio of 0.25 to 1 (Figure 5C, Figure S7). This suggests that miRNA:*PART1* abundance is a cell line-specific factor in determining the effect of the lncRNA on a miRNA in a cell, regardless of its potential for interaction (i.e., sequence complementarity). Of note, the miRNAs that were previously described as being sponged by *PART1* in other tissues and cancers were lowly expressed in the TNBC cells (File S5). This could explain why we did not detect the regulation of *miR-635*, *miR-429*, *miR-129*, *miR-373-3p* by *PART1*. Perhaps most surprising was the number of miRNAs decreased upon *PART1* knockdown. Although less commonly described, there are reports of lncRNAs increasing miRNAs (e.g., lncRNA transcripts are processed into mature miRNAs) [58,59], indicating that lncRNAs can also modulate gene expression by inducing miRNAs.

We confirmed the miRNA array results with QPCR using TaqMan advanced miRNA assays on *PART1*-regulated miRNAs with at least 15 predicted mRNA targets in HCC1806 cells or 9 predicated mRNA targets in HCC1395 cells among our *PART1*-regulated gene lists (upregulated *miR-937-5p* upon *PART1* knockdown; downregulated *miR-22-5p*, *miR-30b-3p*, and *miR-6870-5p* upon *PART1* knockdown; Figure 5D). The miRNAs decreased upon *PART1* knockdown (*miR-22-5p*, *miR-30b-3p*, and *miR-6870-5p*) are not predicted to bind *PART1*. Furthermore, sequence analysis of *PART1* suggests that *miR-22-5p*, *miR-30b-3p*, and *miR-6870-5p* are not direct products of *PART1*, indicating they may be regulated by an indirect mechanism. In contrast, both *miR-937-5p and miR-190a-3p*, which are increased upon *PART1* knockdown, have predicted binding interactions with *PART1* transcripts (Figure 6A, Figure S8), suggesting that these miRNAs are sponged by *PART1*.

In terms of being sponged by *PART1*, the interaction between *PART1* and *miR-190a-3p* has already been demonstrated [30]; however, the interaction between *miR-937-5p* and *PART1* remains to be experimentally confirmed. As such, we performed a miRNA luciferase reporter assay where the target sequence (or the mutated version) is cloned into the miRNA reporter vector downstream of the luciferase reporter open reading frame [60,61]. The constructs, along with *miR-937-5p* mimic or negative control mimic, were transfected into HCC1806 cells. A target sequence interaction with *miR-937-5p* would result in decreased luminescence in the assay. We only observed a significant decrease in luminescence upon miR-937-5p treatment with the wildtype target sequence, confirming the novel interaction between the *PART1* sequence and miR-937-5p (Figure 6B).

To gain an appreciation for the full scope of the effects of *PART1*/miRNA-mediated gene regulation, we used TargetScan [55] to assess which of the mRNAs significantly regulated by *PART1* could interact with the TaqMan assay-validated miRNAs in HCC1806 or HCC1395 cells (Figure 5A,D). This revealed that most of the *PART1*-regulated mRNAs (protein-coding genes that had predicted interactions with the TaqMan assay confirmed-regulated miRNAs) had common hits between the miRNAs (Figure 6C, File S2). Together, these data suggest that an altered miRNA landscape by *PART1* affects 60% and 64% of the protein-coding genes regulated by *PART1* in HCC1806 and HCC1395 cells, respectively (Figure 6D). 

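Protein-coding genes were 88 of the named transcript clusters past the study's threshold in HCC1806 and 35 in HCC1395. On the HCC1806 arrays labelled GapmeR, 3 of the genes named beside the Venn diagrams of Fig. 6C, other than *CDKAL1* and *MYO5A*, had mean log2 fold changes under 0 with each GapmeR. *DGKH*, a diacylglycerol kinase gene, had log2 fold changes of −0.60 and −0.74 (standard error 0.18) with GapmeR 1 and GapmeR 2, the zinc transporter gene *SLC39A11* of −0.65 and −0.17 (−0.29 and −0.03 without GapmeR 2 replicates 1 and 3; standard error 0.20) and *SMAD2*, a signal transducer of TGF-β, of −0.33 and −0.80 (standard error 0.19). The somatostatin receptor gene *SSTR3* was at 0.70 and 0.63 (0.41 without GapmeR 2 replicate 2; standard error 0.22) from a dim control level of 2.30 ± 0.15 (SD, n = 3), and *TMEM194A*, the nuclear envelope gene now called *NEMP1*, at 0.62 and 0.77 (standard error 0.20). In HCC1395, the interferon gene *IFNE* was at 0.67 and 0.48 (0.31 without GapmeR 2 replicate 2; standard error 0.23) from 3.69 ± 0.36 (SD, n = 3), and was higher on 6 of 6 GapmeR arrays. *DGKH* was at 0.03 and 0.09 (standard error 0.12) in HCC1395, the former at −0.01 without control replicate 1 and −0.03 without GapmeR 1 replicate 2, so that its difference between the lines was −0.73 (standard error 0.19, adjusted p = 0.515 from limma over all transcript clusters). With limma, 0 of these genes passed the adjusted test in either line, and each had an unadjusted p under 0.05 with at least 1 GapmeR in the line for which it is listed.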

In the TNBC cells, *PART1* is at the center of a miRNA-mRNA network (Figure 6E). Novel interactions include *PART1*-*miR-937-5p*-*MYO5A*. Notably, we did not specify that upregulated miRNAs be paired with downregulated genes (and vice-versa) in the network, since miRNAs have been reported to induce mRNA transcripts, in contrast to their more commonly described translation inhibition and transcript decay effects [62]. The remaining gene expression changes induced by *PART1* that are not directly connected to this network (40% of protein-coding genes in HCC1806 cells and 36% in HCC1395 cells) are hence independent of miRNA regulation changes.

## 4. Discussion

Next-generation sequencing technologies have provided an alternative glimpse into the mammalian genome, revealing that most genomic products are transcribed into non-coding RNAs such as lncRNAs. Further evaluation of lncRNAs indicated that many are dysregulated in breast cancer, resulting in repercussions for breast cancer cell proliferation, tumor growth and metastasis [63]. For this reason, we explored phenotypic and functional characteristics of lncRNA *PART1* in breast cancer, which has been previously implicated in both oncogenic and tumor suppressive function in other cancer types including prostate, esophageal, lung, colorectal and glioblastoma. In esophageal and lung cancers, *PART1* is oncogenic [24,25,28,64]. Some evidence suggests that *PART1* may play a similar oncogenic role in breast cancer [31].

We used the METABRIC, Cell 2015, and PanCancer Atlas breast cancer datasets (extracted via cBioPortal) and KMplotter to assess *PART1* expression in different breast cancer subtypes and its association with clinical data. We show that *PART1* is most enriched in basal-like and TNBC patient tumors, although this did not appear to be due to increased *AR* signaling. There is likely another AR-independent regulation mechanism which leads to increased *PART1* in basal-like/TNBC patient tumors.

To clarify the potential role of *PART1* in breast cancer, we studied the consequence of its knockdown and inhibition in the TNBC cell lines and a PDX, assessed its expression correlations with breast cancer patient survival, and evaluated its association with CSC populations. More specifically, we revealed associations with *ALDH1A3* and Aldefluor^high^ CSC populations. This is an important distinction, since breast CSC populations can be defined by Aldefluor activity or CD44^high^/CD24^low^ cell surface marker expression, and these populations have distinctive features with only partial overlap [65]. Together, our analyses uniformly suggest that *PART1* exerts pro-survival/oncogenic effects in the cancer cells, including within CSC populations, likely due to increased *PART1* expression within these populations. Further, our use of *PART1*-specific antisense oligonucleotides suggests that the lncRNA could be targeted in the treatment of breast cancer and targeting of CSCs. In the future, experiments where *PART1* transcripts are overexpressed, resulting in increased mammosphere forming potential, proliferation and migration, would substantiate these data further.

In terms of function, the cumulative published data suggests that *PART1* regulates gene expression by acting as a miRNA sponge, although these studies were all specifically characterizing a single *PART1*/miRNA/mRNA axis. In colorectal cancer, *PART1* promotes tumor growth by acting as a ceRNA, sponging miR-143 [27]. Similarly, *PART1* was shown to promote malignant progression of colorectal cancer through the *miR-150-5p*/*LRG1* axis [56] and by sponging *miR-150-5p* to up-regulate the expression of *CTNNB1* and activate Wnt/β-catenin signaling [57]. Conversely, *PART1* has tumor suppressive function in glioma by sponging *miR-190a-3p*, leading to upregulation *miR-190a-3p* target *PTEN* (a tumor suppressor), which subsequently inactivates the PI3K/AKT pathway in glioma cell lines [30]. Our fractionation experiment suggests that *PART1* is predominately located in the cytoplasm in TNBC cells, which is consistent with the function of a miRNA sponge. Future analysis by fluorescence in situ hybridization (FISH) would provide further proof and can, in principle, determine absolute numbers of *PART1* molecules in the cellular compartments [64,66].

Based on its miRNA sponging activity, it is unsurprising that *PART1* can have both oncogenic and tumor suppressive effects. Depending on the function and abundance of the mRNAs targeted by the miRNAs, sponging of miRNAs by *PART1* can result oncogenic or tumor suppressive effects. For example, we found evidence of regulation of *miR-190a-3p* by *PART1*, but no subsequent effects on PTEN transcript levels, as was reported in the aforementioned glioma study [30]. We noted that PTEN is greater than 10-fold more abundant than *miR-190-3p* in HCC1806 and HCC1395 cells, which could explain why we failed to detect a corresponding effect on PTEN expression. Indeed, the abundance of mRNAs targeted by the miRNAs is a critical factor when considering the potential effects of a miRNA on mRNAs levels [67].

Our arrays and QPCR analyses revealed that *PART1* has genome-wide effects on gene expression in TNBC. *PART1* knockdown resulted in downregulation of cancer promoting genes like *BICC1*, *MYO5A* and *ZHX2*. MYO5A is an actin-dependent motor protein contributing to organelle transport. It is elevated in metastatic colorectal cancer and promotes migration and metastasis of lung, breast, and colon cancer cell lines [68]. MYO5A also promotes anchorage-independent growth, invasion and migration in melanoma [50]. The corresponding reduction in motility/migration upon *PART1* inhibition is consistent with the reduction *MYO5A* levels. Putative RNA-binding protein BICC1 contributes to cell viability and is associated with poor prognosis among patients with oral [69] and gastric cancers [49], consistent with proposed oncogenic role of BICC1. Finally, ZHX2 is a transcriptional repressor which promotes clear cell renal cell carcinoma soft-agar and tumor growth [52]. In contrast, *PART1* knockdown resulted in the upregulation of suspected tumor suppressor *PPP2R3A*, which encodes a regulatory subunit of protein phosphatase 2. *PPP2R3A* is highly methylated T- and B-acute lymphoblastic leukemia [70] and colon cancers [53], resulting in the silencing of this gene in these cancer. Thus, *PART1* may be mediating its oncogenic effects through regulation of these genes.

Using target prediction tools, we found that many of the protein-coding gene expression changes induced by *PART1* are linked to changes in miRNAs. In addition to known effects on *miR-190-3p*, we report novel *PART1*-mediated regulation of *miR-937-5p*, *miR-22-5p*, and *miR-30b-3p* in TNBC; all of which have been implicated in cancer progression in prior studies [71,72,73,74,75]. Additionally, we found that *PART1* regulates *miR-6870-5p*; however, in contrast to the miRNAs listed above, *miR-6870-5p* has not been studied previously and its function remains uncharacterized.

Our work demonstrates that *PART1* decreases and increases miRNAs; however, only some of the changes in miRNAs could be explained by *PART1*-mediated binding/sponging and none appear directly generated from *PART1*. This suggests that *PART1* is altering the miRNA landscape (at least in part) by indirect mechanisms. Intriguingly, a large portion of the *PART1*-induced gene expression changes were within the non-coding genome. The changes in expression of non-coding genes suggests indirect *PART1*-dependent mechanisms which could lead to changes in mature miRNAs and mRNA levels. It would be of interest to perform similar genome-wide analyses on the effects of *PART1* in other cancers and tissues to determine if the effects are generally true of *PART1*, or if they are specific to TNBC. Finally, we have not determined the effect of *PART1* on the proteome, which could mediate at least part of the *PART1* pro-oncogenic effects through interactions with proteins (e.g., by acting as a molecular scaffold). Hence, while we have advanced the knowledge of the role of this lncRNA in breast cancer, much remains to be studied to fully understand its function. Furthermore, it still needs to be determined if antisense oligonucleotides against *PART1* therapeutically reduce TNBC tumors in mice.

## 5. Conclusions

In recent years, increasing numbers of lncRNAs have been identified as playing important roles in breast cancer progression and some of these have been specifically associated within the CSCs populations of breast cancers. With completion of this study, we now add *PART1* to a growing shortlist of lncRNAs that are enriched in TNBC and breast CSCs. The targeting of *PART1* with antisense oligonucleotides and resulting negative impact on breast cancer cells suggest that *PART1* could be targeted in the treatment of TNBC. Mechanistically, our analyses go beyond characterizing a single mRNA and miRNA-*PART1* interaction (e.g., *miR-937-5p*-*PART1*) to genome-wide analyses of mRNA transcript and miRNA changes. This reveals new information regarding the many potential effects that the lncRNA has on miRNAs, which are only partly explained by sponging. Genomic analyses on *PART1* in other cancers will likely reveal similar effects; however, the miRNAs and mRNAs that are regulated by *PART1* will differ and depend upon the cellular context.

## Figures and Tables

**Figure 1:**
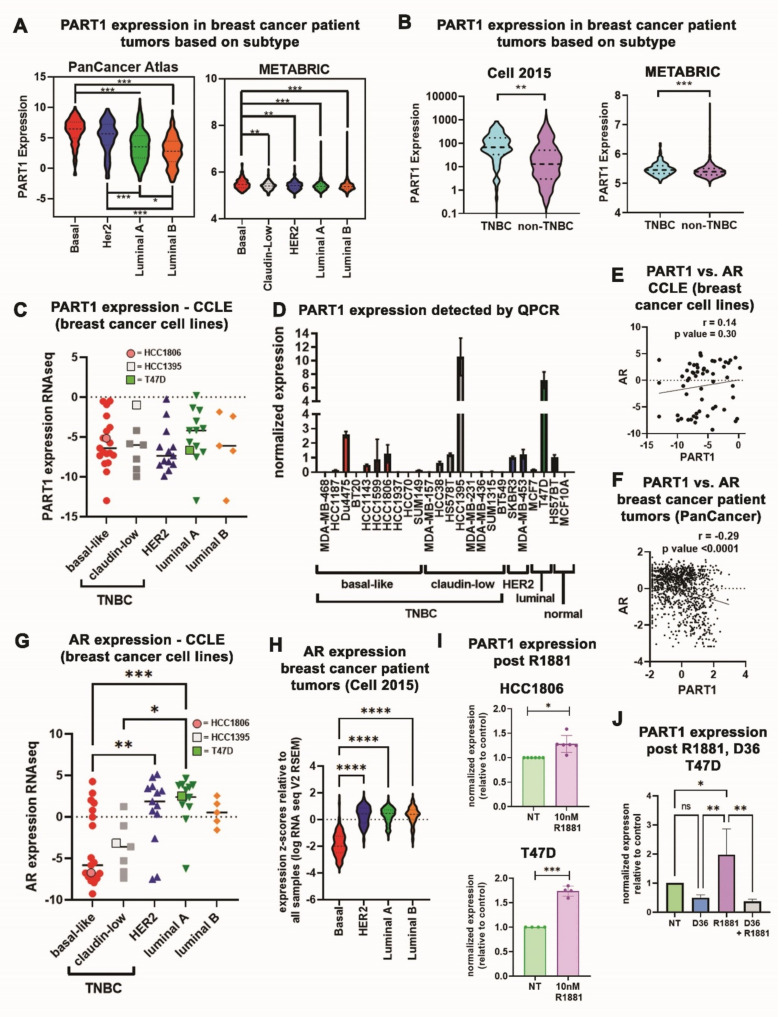
*PART1* expression is enriched in TNBC patient tumors and is induced by androgenic molecules in breast cancer cells. (**A**,**B**) *PART1* expression in breast cancer patient tumor cohorts based on molecular intrinsic subtypes, PAM50 or claudin-low (**A**) or TNBC status (**B**). Gene expression information was extracted from the TCGA PanCancer Atlas and Cell 2015 (RNA-seq) and the METABRIC (microarray) datasets via cBioPortal (1 May 2020). Significance comparing TNBC versus non-TNBC groups was determined using an unpaired two-tailed *t*-test, while comparisons of multiple groups determined with a one-way ANOVA followed by Tukey’s multiple comparison post-test. (**C**) Expression of *PART1* in 57 breast cancer cell lines (RNA-seq) was extracted from the CCLE and grouped based on molecular intrinsic subtypes, significance assessed with a one-way ANOVA followed by Tukey’s multiple comparison post-test (no comparison was significant). (**D**) Expression of *PART1* (QPCR) in 22 different breast cancer cell lines and two normal immortalized breast cell lines. Expression is relative to reference genes *ADP-ribosylation factor 1* (*ARF1*) and *pumilio RNA binding family member 1* (*PUM1*) (*n* = 4). Error bars represent standard error of the mean (SEM). (**E**) Expression of *PART1* versus *AR* in 57 breast cancer cell lines (RNA-seq) was extracted from the CCLE. The correlation (*r*) and *p*-value were determined by Pearson’s correlation coefficient. (**F**) Expression of *PART1* versus *AR* in breast cancer patient tumors from the Cell 2015 (RNA-seq) dataset was extracted via cBioPortal and the correlation (*r*) and *p*-value determine by Pearson’s correlation coefficient. (**G**) Expression of *AR* in 57 breast cancer cell lines (RNA-seq) was extracted from the CCLE and grouped based on molecular intrinsic subtypes, significance assessed with a one-way ANOVA followed by Tukey’s multiple comparisons post-test. (**H**) Expression of *AR* in breast cancer patient tumors based on molecular intrinsic subtypes was extracted from the Cell 2015 (RNA-seq) dataset via cBioPortal and a one-way ANOVA followed by Tukey’s multiple comparisons post-test was performed to determine significance. (**I**) The effect of R1881 synthetic androgen on *PART1* expression in HCC1806 and T47D cells was assessed by QPCR and is reported relative to reference genes (*PUM1* and *ARF1*) and control no treatment cells (*n* = 4–6). Significance was determined by a paired two-tailed *t*-test (error bars represent standard deviation, SD). (**J**) The effect of R1881 and *AR* antagonist D36 on *PART1* expression in T47D cells was assessed by QPCR and is reported relative to reference genes (*PUM1*, *ARF1*, and *beta-2 microglobulin* (*B2M*)) and control no treatment cells (*n* = 4). Significance was determined by two-way ANOVA followed by Tukey’s multiple comparisons post-test. Significant *p* values are indicated as follows in the figures: *p* < 0.05 = *, *p* < 0.01 = **, *p* < 0.001 = ***, *p* < 0.0001 = ****. Non-significant *p* values are either indicated as ns, or not noted.

**Figure 2:**
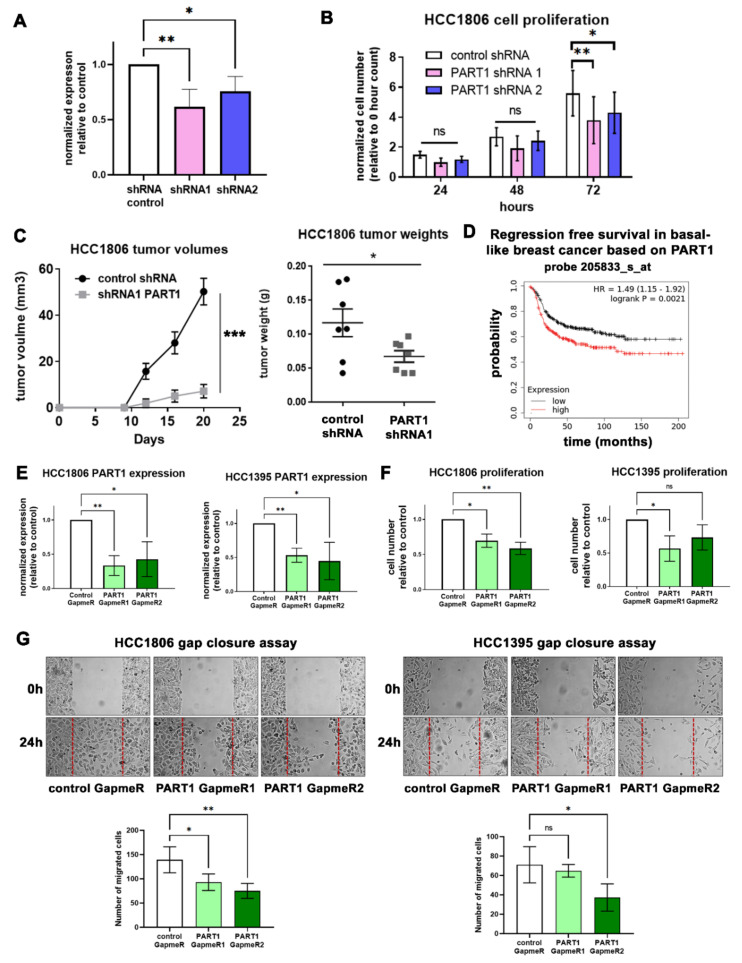
*PART1* expression promotes proliferation, migration, and tumor growth in TNBC cells. (**A**) *PART1* expression (QPCR) following shRNA-induced knockdown in HCC1806 cells (*n* = 4). Expression is shown normalized to reference genes *ARF1* and *PUM1* and control cells. Significance was determined by a one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons). Error bars represent SD. (**B**) The effect of *PART1* knockdown on cell proliferation was quantified by counting the relative number of viable cells after 24, 48, and 72 h, using a trypan blue exclusion assay (*n* = 5, significance determined by a one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons). Error bars represent SEM. (**C**) NOD/SCID mice were injected with either 10,000 HCC1806 scramble control shRNA clones or HCC1806 *PART1* shRNA 1 clone cells (*n* = 7). Tumor volumes were determined with caliper measurements (l × w^2^/2) and final tumor weights were determined at termination (significance determined by an unpaired *t*-test). Error bars represent SEM. (**D**) Kaplan-Meier survival curves generated by KMplotter. Survival was compared between high vs. low *PART1* (probe 205833_s_at) expression groups (where patients were stratified by median expression) in basal-like breast cancer (HR = hazard ratio). (**E**) QPCR analysis of *PART1* expression following *PART1*-specific GapmeR-mediated knockdown (GapmeR #1 and #2) relative to control GapmeR and reference genes in HCC1806 (ARF1 and PUM1) and in HCC1395 cells (*glyceraldehyde-3-phosphate dehydrogenase*, *GAPDH*; *beta-2 microglobulin*, *B2M*) (*n* = 4, error bars represent SD). (**F**) The effect of GapmeR-mediated *PART1* inhibition on cell proliferation was assessed by counting the relative number of viable cells 2 days after treatment using a trypan blue exclusion assay (*n* = 4, error bars represent SD). (**G**) The effect of GapmeR-mediated *PART1* inhibition on cell migration was assessed by gap closure assay (*n* = 4). Significance was determined by one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons. Significant *p* values are indicated as follows in the figures: *p* < 0.05 = *, *p* < 0.01 = **. Non-significant *p* values are either indicated as ns, or not noted.

**Figure 3:**
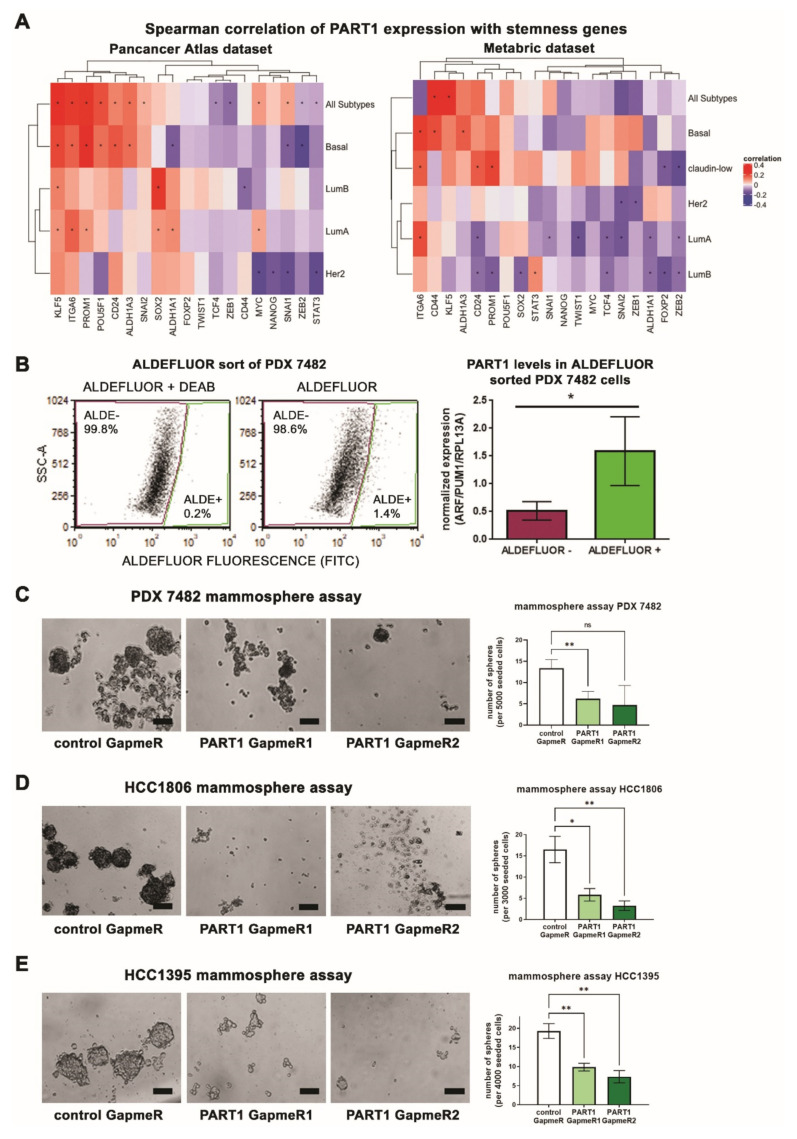
*PART1* is associated with Aldefluor^high^ breast CSC populations and its knockdown inhibits mammosphere formation in TNBC. (**A**) Spearman correlations of *PART1* expression with expression of stemness and CSC-associated genes in breast cancer patient tumors in two datasets (TCGA PanCancer Atlas and METABRIC). *p* values were determined by the cor.test() function with the method argument set to Spearman in Rv4.2. * indicates *p* value < 0.05. (**B**) Representative flow cytometry plots of the Aldefluor assay completed on PDX 7482 cells. The Aldefluor^high^ (ALDE+) and Aldefluor^low^ (ALDE-) were sorted. One sample had DEAB (an ALDH inhibitor) to ensure proper identification of the Aldefluor^high^ population. *PART1* expression in the sorted populations was determined by QPCR and made relative to the Aldefluor^low^ expression and normalized to reference genes (*n* = 3, significance was determined using a student’s *t*-test, error bars represent SD). (**C**–**E**) PDX 7482 (**C**), HCC1806 (**D**), and HCC1395 cells (**E**) were treated with 15 nM GapmeR in technical triplicates (negative control or *PART1*-specific GapmeR #1 and 2) and seeded at 5000 cells/well (PDX 7482, *n* = 3), 3000 cells/well (HCC1806, *n* = 4), or 4000 cells/well (HCC1395, *n* = 4) in ultra-low adherence plates. The average number of resulting spheres greater than 50 μm (the length of the scale bar) in diameter per well were counted (representative images are shown). Significance was determined using a one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons (error bars represent SEM). Significant *p* values are indicated as follows in the figures: *p* < 0.05 = *, *p* < 0.01 = **. Non-significant *p* values are either indicated as ns, or not noted.

**Figure 4:**
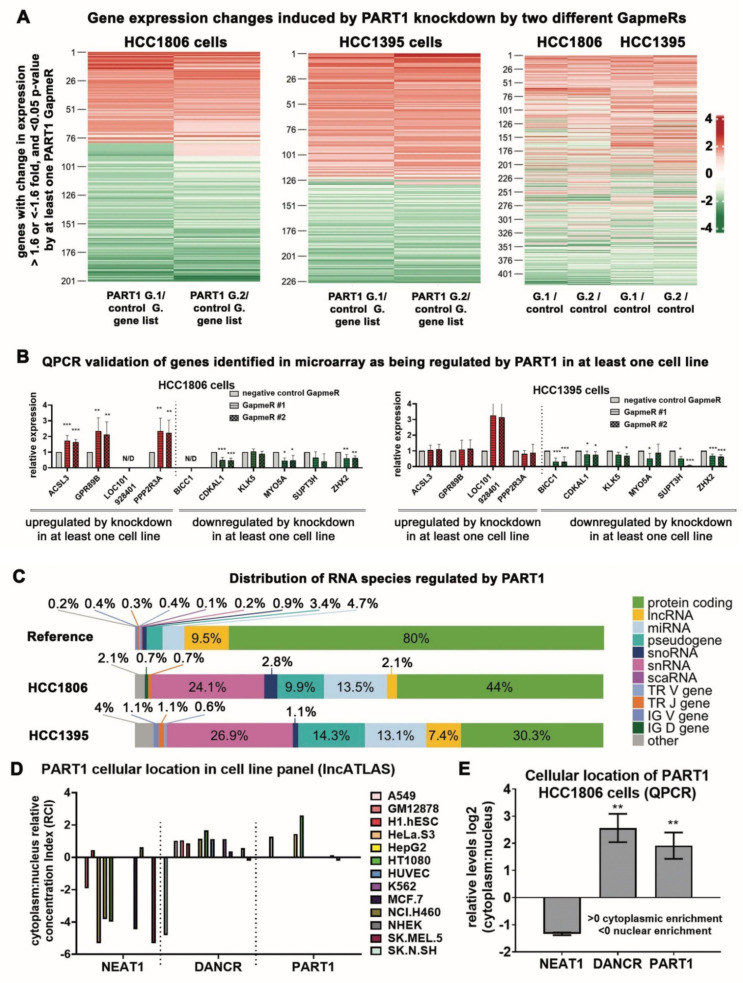
*PART1* induces gene expression changes in HCC1806 and HCC1395 TNBC cells and is cytoplasmic. (**A**) Transcriptome changes induced by *PART1* knockdown (Gapmer1 (G.1) or Gapmer2 (G.2) versus control GapmeR (control G.) were quantified in HCC1806 and HCC1395 cells using the Affymetrix Human Gene 2.0 ST microarray platform (*n* = 3). The heatmaps show genes with an expression fold change >1.6 or <−1.6 and a *p*-value < 0.05 induced by at least one *PART1*-specific GapmeR. (**B**) QPCR validation of some genes identified as upregulated by *PART1* knockdown (green bars) or downregulated (red bars) by *PART1* in (**A**) (*n* = 4–7, significance determined by one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons). Error bars represent SD. Expression is normalized relative to the negative control and to reference genes *PUM1* and *ARF1*. (**C**) The portion of genes (protein coding and non-coding (lncRNA, miRNA, snRNA, pseudogene, misc RNA, snoRNA) covered by the microarray (top) and the portion of genes regulated by *PART1* that are in HCC1806 (middle) and HCC1395 (bottom) cells. (**D**) The LncATLAS [36] database was accessed to determine the relative concentration index (RCI) of *PART1* in the nuclear versus cytoplasmic compartments in a panel of cell lines by RNA-seq. Well-established nuclear-localized lncRNA *NEAT1* and cytoplasmic-localized lncRNA *DANCR* are included for comparison. (**E**) QPCR analysis of lncRNAs *DANCR*, *NEAT1*, and *PART1* abundance in nuclear and cytoplasmic fractions of HCC1806 cells. Relative expression versus *GAPDH* is shown (*n* = 3, significance was determined using student’s *t*-test). Significant *p* values are indicated as follows in the figures: *p* < 0.05 = *, *p* < 0.01 = **, *p* < 0.001 = ***. N/D signifies not detected.

**Figure 5:**
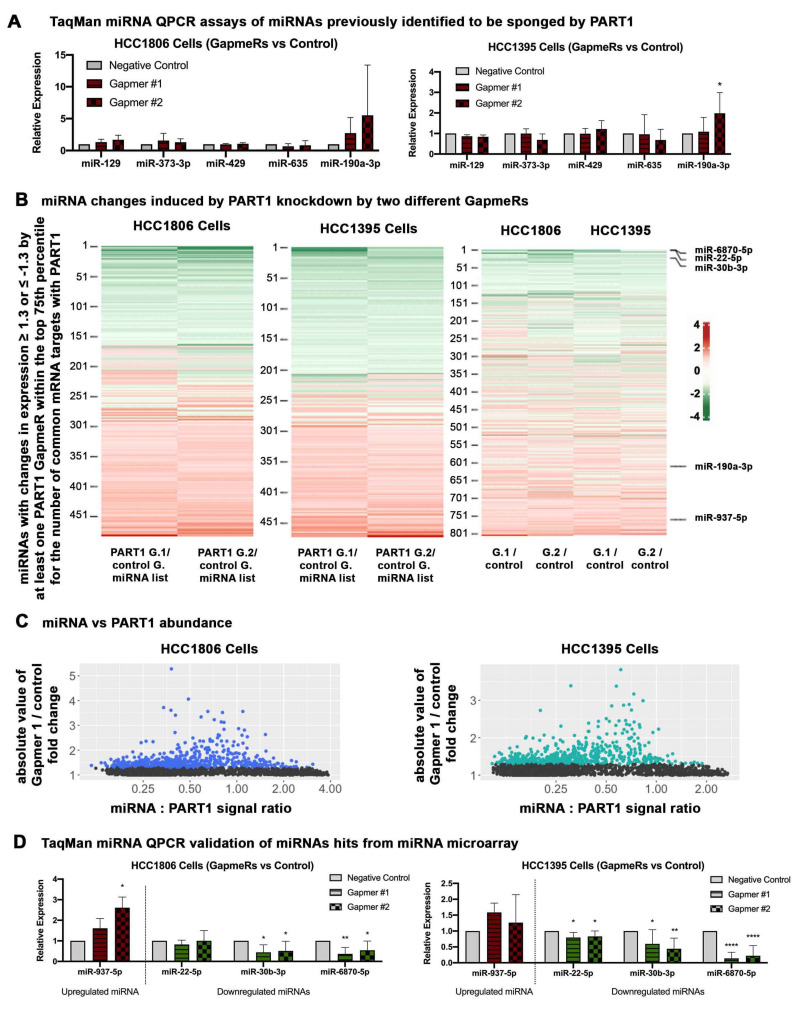
*PART1* knockdown alters the miRNA landscape in HCC1806 and HCC1935 TNBC cells. (**A**) TaqMan miRNA assays of miRNAs previously implicated as being sponged by *PART1* in non-breast cancer cells were assessed in HCC1806 and HCC1935 cells with or without GapmeR-induced knockdown of *PART1* (Gapmer1 (G.1) or Gapmer2 (G.2) versus control GapmeR (control G.) (*n* = 4–8, significance determined by one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons). Error bars represent SD. *miR-129*, *miR-373-3p*, *miR-429* and *miR-635* levels were quantified by the TaqMan miRNA assays and the expression is normalized to reference miRNAs *RNU48* and *miR-221*. *miR-190a-3p* levels were quantified by the TaqMan miRNA Advanced assays and expression is normalized to reference miRNAs *miR-21-5p* and *miR-26b-5p*. (**B**) The heatmaps show miRNAs with an expression fold change ≥1.3 or ≤−1.3 and within the top 75th percentile for the number of common mRNA targets with *PART1* regulated mRNAs (corresponding to at least 15 common genes in HCC1806s cells and 9 in HCC1395 cells) induced by at least one *PART1*-specific GapmeR. (**C**) The abundance of all the miRNAs in the 4.0 miRNA gene chip array relative to *PART1* (abundance extrapolated from File S2) detected in the in the negative control samples were calculated for HCC1806 and HCC1395 cells (average of 3n). (**D**) TaqMan miRNA advanced assays of some of the miRNAs identified as being upregulated or downregulated by *PART1* knockdown in HCC1806 of HCC1935 cells in the gene chip array in (**C**) (*n* = 7–8, significance determined by one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons, and expression is normalized to reference miRNAs *miR-21-5p* and *miR-26b-5p*). Significant *p* values are indicated as follows in the figures: *p* < 0.05 = *, *p* < 0.01 = **, *p* < 0.0001 = ****.

**Figure 6:**
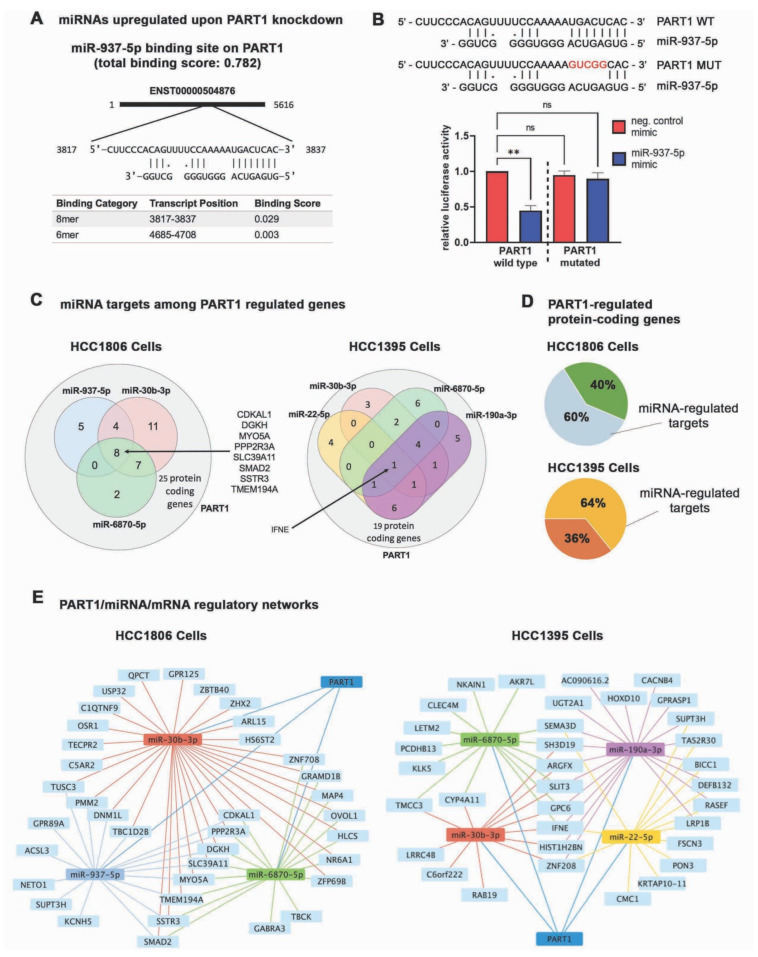
The *PART1*-miRNA-mRNA network in TNBC cells. (**A**) The LncBase v2 predicted *PART1* binding sites and affinity threshold score of miR-937-5p. (**B**) Relative luciferase activity generated by HCC1806 cells transfected with pmirGLO dual-luciferase miRNA target expression vector bearing the predicted *PART1* target sequence for *miR-937-5p* (wildtype, WT) or a mutated version (MUT), and also treated with mimic-hsa-miR-937-5p or mimic negative control (*n* = 3, significance determined by one-way ANOVA, followed by Dunnett’s post-test for multiple comparisons). Luciferase activity is made relative to the cells treated with the mimic negative control and bearing the WT sequence vector. (**C**) Venn diagrams visualize the number of *PART1* regulated genes that are predicted miRNA targets. (**D**) Pie charts depict the proportion of *PART1* regulated mRNAs that are potentially regulated by the miRNAs identified to interact with *PART1*. (**E**) The network node analysis visualizes the *PART1*-regulated miRNAs *miR-937-5p*, *miR-30b-3p* and *miR-6870-5p* in HCC1806 cells and *miR-190a-3p*, *miR-22-5p*, *miR-30b-3p* and *miR-6870-5p* in HCC1395 cells connected with *PART1*-regulated mRNAs. Significant *p* values are indicated as follows in the figures: *p* < 0.01 = **. Non-significant *p* values are either indicated as ns, or not noted.

## Data Availability

The raw data for the Affymetrix Human Gene 2.0 ST and MiRNA 4.0 gene chips have been deposited on GEO (GSE156114 and GSE163569).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13112644/s1, Figure S1. PART1 is associated with androgen response genes, Figure S2. PART1 knockdown induces minimal effects on apoptosis, Figure S3. PART1 GapmeR treatment does not change the percentage of Aldefluorhigh cells in HCC1806 and HCC1395 cells, Figure S4. PART1 knockdown has minimal effects on expression of CSC markers and stemness genes in HCC1806 and HCC1395 TNBC cells, Figure S5. PART1 knockdown induces minimal changes in gene expression of androgen signaling genes in HCC1806 and HCC1395 TNBC cells, Figure S6. Volcano plots of miRNA fold change and p value from 4.0 miRNA gene chip array, Figure S7. miRNA vs. PART1 abundance, Figure S8. The LncBase v2 predicted PART1 binding sites and affinity threshold score of miR-190a-3p, Table S1. Gene-specific primers, Table S2. Oligos for cloning into pmirGLO Dual-Luciferase miRNA Target Expression Vector, Table S3. Associations with PART1 with hazard ratio (HR) in breast cancer patient datasets based on median expression and survival, File S1–S5 are attached separately as Excel files.

How the deposited data were processed for this re-analysis (not part of the article)

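HCC1806 and HCC1395 cells were transfected with 15 nM of a negative control GapmeR, *PART1* GapmeR 1 or *PART1* GapmeR 2, and RNA collected after 48 h was measured on Affymetrix Human Gene 2.0 ST arrays, with 3 arrays for each of the 6 groups. The values used are log2 signals of 53617 transcript clusters on 18 arrays, which the authors made by RMA in the Affymetrix Expression Console, as the submitters' processing notes say, with no version given. The methods name the Transcriptome Analysis Console for differential expression, and File S2 gives ANOVA p-values. No normalization was added. The genome build and the probe set annotation behind the array were not given in the sources used here. Gene symbols came from the platform's table, which gives 1 symbol for 16098 transcript clusters and none for 37519, and a further 287 were named through File S2. Gene classes and gene lengths came from the RefSeq annotation of GRCh38.p14, by gene ID, and gave 12695 protein-coding and 3403 non-coding transcript clusters. Samples were grouped by cell line and GapmeR as labelled. All 18 arrays were mapped and used. Raw array scans, QPCR, TaqMan and patient data were not analysed here.

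Each GapmeR, and the mean of both, was compared with the control arrays of the same line with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), fitting the 9 arrays of a line together so that the groups share an estimate of the spread. P-values were adjusted by Benjamini-Hochberg over all transcript clusters. The study's threshold of 1.6-fold either way at an unadjusted p under 0.05 with at least 1 GapmeR was applied to the same fit. The difference between the lines was tested by limma over all 18 arrays. The correlation and overlap of the GapmeRs, which share their control arrays, were set beside 20 simulated data sets without an effect and beside split controls. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, taking the transcript cluster with the highest mean signal for a gene. Of 26 lists, 25 held at least 3 measured genes. They cover the study's QPCR panel, stemness and androgen genes, reported *PART1* partners and miRNA biology, stress responses, cell cycle, cell death, metabolism, interferon and NF-κB responses, and markers of cell types. Shares of non-coding genes were tested with Fisher's exact test and, within 5 bins of mean signal, with the Mantel-Haenszel odds ratio. Lengths of protein-coding genes were compared by 1e+05 permutations. In simulated data with limma's estimate of the spread of these arrays, the adjusted tests recovered 34 to 45 of 50 transcript clusters changed 2-fold and 8 to 22 of 50 changed 1.6-fold, so most changes of the latter size were missed. The simulated noise was independent and larger changes were put in as well, so real arrays may allow fewer to be recovered. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

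The tests, lists, alternatives and the rule for named genes were set before the data were examined, though the fold changes of File S2 had been read. Genes are named if the study names them as regulated in its text, Fig. 4B or Fig. 6C, if they are among the 10 highest or 10 lowest in a line with both GapmeRs together, with 1 symbol, over 1.6-fold with each GapmeR, an unadjusted p under 0.05 and all 6 GapmeR arrays on that side of the control mean, or if they have the smallest p-values in a gene list, up to 4 per list. No gene of the second kind passed the adjusted threshold. Alternatives covered normalization, a filter on dim transcript clusters, the variance model, the test, the fold threshold, the arrays in the fit, the replicate number, gene classes, inter-gene correlation, the transcript cluster taken for a gene, the controls, and each array left out in turn. Fold changes from Tukey biweight averages and a test of named transcript clusters alone were added after the values were seen.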

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

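The tests of *PART1*'s signal level and of exchanged labels, and the counts of other array groupings for adjusted calls, for gene lists with a single GapmeR and for differences between the lines, were chosen after the results were seen, as was a recount of the length correlation.

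*PART1* differed between the lines, with a log2 fold change with both GapmeRs of −0.63 (standard error 0.17) in HCC1395, lower on 6 of 6 arrays, and 0.19 (standard error 0.16; 0.11 and 0.10 without control replicate 2 and GapmeR 2 replicate 2) on the HCC1806 arrays labelled GapmeR, a difference of 0.82 (standard error 0.24, adjusted p = 0.0148 by limma over the genes the study names and 0.603 over all transcript clusters). A signal at the dim end of the array cannot be told apart. *PART1* lay at the 45.8th percentile of all transcript clusters of the HCC1806 control arrays, over the bound of 40 set for the test. By that bound the signal did not count as dim. All HCC1806 control values of *PART1* (3.88, 3.69 and 3.94) nevertheless lay under the array medians of 4.04 to 4.13, by which other genes are called dim here, so the test decides nothing. Among the named transcript clusters, a measure not set for the test, *PART1* lay at the 26.8th. In HCC1395 these percentiles were 72.6 and 57.1. No background value of these arrays was used. Exchanged labels of control and GapmeR arrays are argued against by the QPCR of HCC1806, in which 6 of 6 changed genes run the same way as on the arrays, unless both used the same RNA, which is not stated. The part of the transcript that the probes cover stays open. No biological explanation was tested.

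Protein-coding genes that passed the study's threshold downwards on the HCC1806 arrays labelled GapmeR were long, with a median gene length of 219.5 kb (n = 59) against 26.5 kb for the rest (permutation p = 1e-05, the smallest it can give), a property the study does not analyse, and the median was 135.6 kb without GapmeR 1 replicate 1, 139.5 kb without control replicate 1 and 132.6 kb (n = 16) with the ANOVA of File S2. A threshold that passes long genes more often in both directions is argued against, since the lower genes were 10.2 times as long as the higher ones. Of 100 groupings of the arrays, the real one included, 4 gave a median as long, the highest other being 246.7 kb. That share is under 0.05, but it is 1 of many such counts, so chance is not excluded. Whether the GapmeRs lowered long genes in general cannot be told apart from chance, as Spearman's rho of log2 fold change with length was −0.226 and 8 of 100 groupings gave one as low, the lowest other being −0.231, while the recount over the 84 choices of control arrays gave 2 as low and 8 as far from 0. In HCC1395, the ratio was 2.23 on 26 lower and 6 higher genes, too few to decide, and rho was 0.131, which argues against a general lowering there, with a median of 14.7 kb that 39 of 100 groupings reached (highest other 97.5 kb), so that chance is not excluded. Whether long genes were lowered in HCC1806 alone stays open, since the rho of the lines differed by −0.357 (1 of 100 groupings as low and 5 as far from 0), but protein-coding genes over 300 kb had a median log2 fold change under 0 in both lines with GapmeR 1 (−0.11 in HCC1806 and −0.06 in HCC1395) and with both GapmeRs (−0.08 and −0.03), and the highest share of lower calls by length in each line (4.28% and 1.02% with GapmeR 1, 1.83% and 0.611% with both).

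Other genes passed limma's test of the difference between the lines (HCC1806 minus HCC1395) adjusted over the genes the study names. None of them passed when adjusted over all transcript clusters. The study chose these genes on these same arrays, in 1 or both lines, so the former test is no independent evidence of a difference. The log2 difference was 0.49 for *ACSL3*, 1.48 for *BICC1*, −0.61 for *CDKAL1*, −0.73 for *DGKH*, 0.67 for *GPR89A* (16669963), 0.68 for *GPR89B* (16670141, *GPR89A* in File S2), 0.81 for *KLK5*, −0.68 for *LOC101928401*, −0.90 for *MYO5A*, 0.55 for *PPP2R3A*, 0.70 for *SSTR3*, 0.64 for *TMEM194A* and −0.55 for *ZHX2*. *AURKA*, a mitotic kinase gene, was under the control mean on all 6 arrays labelled GapmeR of HCC1806 and over it on all 6 of HCC1395, with a difference of −0.57 (standard error 0.17, adjusted p = 0.622). *MIR323B* did the opposite, with a difference of 1.51 (standard error 0.33, adjusted p = 0.496).

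Gene lists that the study does not analyse gave calls at the preset correlation and none with an estimated one. The genes of the integrated stress response driven by ATF4 had a median log2 fold change of 0.29 with GapmeR 1 on the HCC1806 arrays labelled GapmeR (16 of 16 genes higher, adjusted p = 1.70e-06 by limma's camera, and adjusted p = 0.919 with an estimated correlation) and of 0.21 with both GapmeRs (16 of 16 higher, adjusted p = 1.38e-04, and adjusted p = 0.881 with an estimated correlation). S phase genes had a median of −0.10 with GapmeR 2 in HCC1806 (19 of 20 lower, adjusted p = 9.94e-04 by limma's camera, and adjusted p = 0.993 with an estimated correlation), with an adjusted p of 0.200 without control replicate 3 and 0.165 without GapmeR 2 replicate 2. G2/M genes had a median of 0.13 with both GapmeRs in HCC1395 (17 of 21 higher, adjusted p = 0.0175 by limma's camera, and adjusted p = 0.939 with an estimated correlation), with an adjusted p of 0.0796 and 0.189 without control replicates 2 and 3, 0.322 without GapmeR 1 replicate 1 and 0.219 without GapmeR 2 replicate 1. Between the lines, the median difference was −0.14 for G2/M genes (adjusted p = 0.00632 by limma's camera) and −0.15 for S phase genes (adjusted p = 0.00698), each with an adjusted p of 0.840 with an estimated correlation.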

How the results depend on the processing

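The biweight fold and the test of named transcript clusters alone were chosen after the values were seen. Of 380 values of the 19 main results under alternatives, 329 kept their direction and side of the threshold or stayed within the stated bounds. Among single named genes, 336 results under 5988 settings gave 0 adjusted calls, as in the fit reported, apart from *SUPT3H* below, and 186 changes of sign. The arrays share a replicate number and nothing says that it marks a batch. Deviations of same-numbered arrays correlated at −0.007 to 0.0928 in HCC1806 and at −0.002 to 0.111 in HCC1395. In 8 of 9 same-numbered pairs of HCC1806 and 5 of 9 of HCC1395, the first array correlated best with its own number. The correlations are small, but the 8 of 9 point to some variation shared by number in HCC1806. The fit reported has no replicate block, since the methods name none, so such variation stays in its spread. With the replicate block, 4 gene lists in place of 1 passed camera in HCC1806 with both GapmeRs. The count of lists was 2 with trend and robust in HCC1806, 1 in HCC1395 after quantile normalization in place of 2, and 0 in both lines with an estimated correlation. Over the alternatives, the adjusted p ranged from 1.30e-11 to 0.919 and from 3.66e-09 to 0.881 for stress response genes in HCC1806 with GapmeR 1 and with both, from 3.74e-06 to 0.993 for S phase genes with GapmeR 2, and from 6.69e-04 to 0.939 for G2/M genes in HCC1395, with 0.0585 after quantile normalization. The study's threshold passed 581 and 468 transcript clusters in HCC1806 and HCC1395 without dim ones, 544 (220 higher, 324 lower) and 508 (331 and 177) by the ANOVA of File S2, 305 and 250 at 2-fold, and 614 and 547 with the biweight fold, against 1106 and 950. Calls shared by the lines in one direction numbered 18 without dim transcript clusters and 8 by the ANOVA of File S2, against 48. At an adjusted p under 0.05, all 18 arrays in one limma fit gave 1 transcript cluster, 16769737 without a gene symbol, for GapmeR 2 and 1, the same, for both GapmeRs in HCC1395 (3184 and 3040 unadjusted), the ANOVA of File S2 gave 1 for GapmeR 2 in HCC1395, *CUEDC2*, and named transcript clusters alone gave 1 for GapmeR 1 in HCC1395, *SUPT3H* (log2 fold change of −1.08). Unadjusted, the ANOVA of File S2 gave 2787, 2799 and 2664 in HCC1806 for GapmeR 1, GapmeR 2 and both, and 2962, 3427 and 3548 in HCC1395. With split controls, the correlation of the GapmeRs was 0.0710, 0.00354 and 0.0123 in HCC1806 and 0.0963, 0.104 and 0.0805 in HCC1395, since the GapmeRs then share no control array. The lower genes of HCC1395 had a median length of 67.5 kb without dim transcript clusters (n = 14, permutation p = 0.044), longer and not shorter than the rest; the cause was not tested there or for the list counts. Leaving out 1 array at a time, adjusted calls ranged from 0 to 6 with GapmeR 1 in HCC1806 (6 without GapmeR 1 replicate 3), from 0 to 1 with GapmeR 1 in HCC1395 (1 without GapmeR 2 replicate 2) and from 0 to 1 for the difference between the lines (1 without HCC1395 GapmeR 1 replicate 2). The correlation ranged from 0.409 to 0.576 in HCC1806 and from 0.496 to 0.668 in HCC1395, the lists from 1 to 5 and from 1 to 3, and the length of lower genes in HCC1395 from 12.7 to 21.2 kb, with permutation p-values of 0.041, 0.031 and 0.0056 without GapmeR 1 replicates 2 and 3 and GapmeR 2 replicate 2. No background value of these arrays was used, so what dim signal limits is given only by the filter.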

Differences from the paper's values

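The Tukey biweight fold was chosen after the values were seen. The paper gives 202 transcript clusters for HCC1806 and 227 for HCC1395 past 1.6-fold at p under 0.05 with at least 1 GapmeR, and limma at the same thresholds gives 1106 and 950. Of the alternatives set before the data were examined, none gives a count within 1.5 times the paper's in HCC1806, leaving out 1 array at a time included, and in HCC1395 the 2-fold threshold does, with 250, while the others do not. Tukey biweight folds with the ANOVA of File S2, chosen after seeing the values, give the folds and p-values of File S2 to within rounding, and with folds that round to 1.6 counted they pass 617 transcript clusters in HCC1806, which hold all 202 of the paper's, and 557 in HCC1395, which hold 225 of the paper's and drop 1. Of these, 85 and 74 carry a symbol in the platform's annotation.

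The share of non-coding genes among regulated genes is about 56% in HCC1806 in Fig. 4C, read by eye, and 35.3% here, over the 136 called transcript clusters with a class. The other 970 of the 1106 (87.7%) have no symbol or class here and are not in the share. Of the alternatives set before the data were examined, it comes within reach of the paper's with the ANOVA of File S2 (44.8%), with classes taken from the symbol's prefix (39.0%), and without control replicate 1 (40.4%), control replicate 3 (38.9%), GapmeR 1 replicate 1 (41.0%), GapmeR 1 replicate 2 (44.8%) or GapmeR 2 replicate 1 (41.0%), and not with the others.

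Of 72 fold changes of 18 transcript clusters that can be set beside File S2, 3 differ, which means an opposite sign or a log2 difference over the larger SD of the arrays compared. For *GPR89A* (16669963) with GapmeR 1 in HCC1395, the paper's fold is 1.19 and the value here 1.168, at the edge of that bound. It does not differ with each array centred on its median (1.17, a slightly higher value), without control replicate 3 (1.18) or without GapmeR 1 replicate 3 (1.18), of the alternatives set before the data were examined, and does with the others. For *IFNE* with GapmeR 1 in HCC1806, the paper's signed fold is −1.0 and the value here 1.06, and of these alternatives it does not differ only without GapmeR 1 replicate 2 (−1.09). For *SMAD2* with GapmeR 1 in HCC1395, the paper's is 1.01 and the value here −1.004, and it does not differ only without control replicate 3 (1.02) and without GapmeR 1 replicate 3 (1.01). The biweight fold, chosen after seeing the values, gives the paper's value for each.

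The paper shows *PART1* lower in both lines by QPCR (Fig. 2E), and on the arrays it was lower in HCC1395 (log2 fold change of −0.63) and not in HCC1806 (0.19). From its QPCR, the paper names *MYO5A* and *ZHX2* as regulated in common across the lines, and on the arrays *MYO5A* was at 0.19 and −0.32 and *ZHX2* at −0.29 and −0.11 in HCC1395 (with GapmeR 2, −0.17 and 0.03 without GapmeR 2 replicate 1), with differences from HCC1806 of −0.90 and −0.55. It names *PPP2R3A* as regulated in HCC1806 alone, and on the arrays *PPP2R3A* was higher on 6 of 6 arrays labelled GapmeR in each line, at 0.30 and 0.37 in HCC1395, with a difference between the lines of 0.55. It names small nuclear RNAs among the regulated non-coding genes, with a share of about 24% in HCC1806 and about 27% in HCC1395 in Fig. 4C, read by eye, and 0 of the 14 small nuclear RNA genes in the annotation used here passed the study's threshold by limma at an unadjusted p under 0.05. That count covers only the annotated genes, since 87.7% of the called transcript clusters in HCC1806 and 90.2% in HCC1395 have no symbol or class here.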

Other observations

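The counts of other array groupings for adjusted calls, for single GapmeRs, for gene lists with a single GapmeR and for differences between the lines were chosen after the results were seen.

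On the HCC1806 arrays labelled GapmeR, 16 of 16 genes of the integrated stress response were higher with GapmeR 1 and with both GapmeRs, and 13 of 16 with GapmeR 2 (adjusted p = 0.368 by limma's camera). The adjusted p of the list was 0.919 with GapmeR 1 and 0.881 with both when limma's camera estimated the correlation between genes. *ASNS*, which makes asparagine under ATF4, had a log2 signal of 6.74 with GapmeR 1 and 6.63 with GapmeR 2 against 5.99 on the control arrays (log2 fold changes of 0.75 and 0.64, standard error 0.24). *ATF4* itself was at 0.27 and 0.19, the serine synthesis genes *PHGDH* at 0.44 and 0.13 and *PSAT1* at 0.28 and 0.14, *ATF3* at 0.63 and 0.09 and *DDIT3* at 0.41 and −0.09. With GapmeR 1, *PHGDH* was at 0.23 without GapmeR 1 replicate 1 and *DDIT3* at 0.26 without GapmeR 1 replicate 2, and with GapmeR 2 the values of *PHGDH*, *PSAT1*, *ATF3* and *DDIT3* each moved by more than 1.5 times with 1 array left out. Of the 16 genes, 3 had an unadjusted limma p under 0.05 with GapmeR 1 (*ASNS*, *ATF3* and *DDIT4*) and 1 with both GapmeRs (*ASNS*), and 0 passed the adjusted test over all genes or over the list alone. With both GapmeRs, 15 of 84 choices of control arrays gave as strong a list test, so chance is not excluded. In HCC1395 the same list had 10 genes higher and 6 lower with both GapmeRs (adjusted p = 0.528 by limma's camera). With GapmeR 1 alone 13 were higher and 3 lower there, and with GapmeR 2 9 and 7 (adjusted p = 0.255 and 0.819 by limma's camera).

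Most genes of the cell cycle were lower in HCC1806 and higher in HCC1395 with both GapmeRs, a difference with an adjusted p of 0.840 by limma's camera with an estimated correlation for the S phase and the G2/M genes alike. With GapmeR 1 in HCC1806, 8 S phase genes were higher and 12 lower. In HCC1806 with GapmeR 2, the replication genes *GINS1* (−0.65), *CDC45* (−0.49), *MCM5* (−0.26) and *MCM2* (−0.26) were lower, and with both GapmeRs 18 of 20 S phase genes were lower (adjusted p = 0.105 by limma's camera) and 15 of 21 G2/M genes (adjusted p = 0.227). In HCC1395, 18 of 20 S phase genes were higher with both GapmeRs (adjusted p = 0.225), and among the G2/M genes the mitotic kinase gene *AURKA* was at 0.28 and 0.26, *NDC80*, of the kinetochore, at 0.25 and 0.23 and *CCNB2*, a mitotic cyclin gene, at 0.21 and 0.13. Without GapmeR 2 replicate 2 of HCC1806, *MCM5* was at −0.14 and *MCM2* at −0.15. In HCC1395, *AURKA*, *NDC80* and *CCNB2* were at 0.10, 0.08 and 0.04 with GapmeR 2 without its replicate 1, *NDC80* at 0.37 without its replicate 3, and *NDC80* and *CCNB2* at 0.15 and 0.13 with GapmeR 1 without its replicate 1. No gene of these lists passed limma's adjusted test over all genes or over the list alone. As strong a G2/M test in HCC1395 came from 27 of 84 choices of control arrays. Among long genes that were lower in HCC1806 were the inhibitory synapse gene *GPHN* (1227 kb, log2 fold changes of −0.69 and −0.50), *CDKAL1* (698 kb), *SUPT3H* (569 kb), the cohesin gene *STAG1* (416 kb), *HS6ST2* (335 kb) and the cell adhesion gene *NRCAM* (309 kb). These 6 were chosen after their values were seen.

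Non-coding genes passed the study's threshold more often than protein-coding ones. That a threshold on fold and p passes dim transcript clusters of any class more often is argued against as the whole explanation, since the pooled odds ratio within bins of signal was 1.98 in HCC1806 and 3.40 in HCC1395. In HCC1806 this holds for the dimmer bins only, as bins 4 and 5 gave odds ratios of 0.611 and 0 on 18 and 24 calls. Groupings of the arrays at random gave as large an odds ratio in 76 of 100 cases in HCC1806 (2.05, highest other 9.95) and 52 of 100 in HCC1395 (6.27, highest other 12.7), so chance is not excluded. The median of the other groupings was 2.90 in HCC1806 and 6.33 in HCC1395, so the excess is no evidence of an effect of the GapmeRs. A larger spread between replicate arrays for non-coding genes (median SD of 0.222 against 0.192 for protein-coding genes in HCC1806 and 0.205 against 0.166 in HCC1395) stays open, and no biological explanation was tested.

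The other gene lists gave no call in limma's camera with both GapmeRs, with adjusted p-values for HCC1806 and HCC1395 in that order. Apoptosis genes had 0.377 (11 of 15 higher) and 0.803 (7 of 15), hypoxia and glycolysis genes 0.189 (8 of 10) and 0.803 (4 of 10), NF-κB targets 0.189 (9 of 11) and 0.911 (4 of 11), p53 targets 0.817 (6 of 10) and 0.855 (4 of 10), interferon genes 0.808 (12 of 23) and 0.855 (14 of 23), cholesterol synthesis genes 0.817 (11 of 15) and 0.225 (10 of 15), and motility genes 0.820 (7 of 15) and 0.602 (7 of 15). Epithelial genes had 0.661 (15 of 21) and 0.765 (11 of 21), luminal markers 0.808 (8 of 12) and 0.528 (2 of 12) and hosts of miRNA genes 0.820 (7 of 10) and 0.765 (2 of 10). For the lists under 10 genes, limma's camera gave 0.820 and 0.528 for basal markers, 0.808 and 0.673 for fibroblast markers, 0.909 and 0.803 for leukocyte markers, 0.808 and 0.765 for the unfolded protein response, 0.820 and 0.602 for miRNA processing genes, 0.804 and 0.765 for reported targets of the miRNAs, 0.909 and 0.911 for *PART1* and other lncRNAs the study names, 0.820 and 0.803 for reference genes, and 0.838 in HCC1806 for the QPCR panel. Adjusted over the list alone, *CD14* and *PART1* passed, both lower in HCC1395, and with GapmeR 1 alone *MIR635*, of the miRNA hosts, lower in HCC1806. Median, mean and test differed in sign for basal, motility and *PART1* lncRNA genes in HCC1806 and for apoptosis, epithelial, leukocyte, NF-κB, p53 and *PART1* lncRNA genes in HCC1395. Histone genes had too few measured members to test. The QPCR panel in HCC1395 with GapmeR 1 had an adjusted p of 2.96e-04 by limma's camera and an adjusted p of 0.101 with an estimated correlation.

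Other groupings of the same arrays show what chance gives. With 3 arrays against 3 there are 10, too few for a share under 0.05. For adjusted limma calls the real count was 0 for each GapmeR in each line, which all 10 reach whatever they hold, so this comparison says nothing about chance (highest others 1 and 1 in HCC1806 and 0 and 1 in HCC1395). For calls over 1.6-fold at an unadjusted p under 0.05, 2 of 10 gave as many for each GapmeR in each line, with 674 and 557 real against a highest other of 776 and 651 in HCC1806, and 512 and 570 against 513 and 633 in HCC1395. For gene lists, 7 and 7 of 10 gave as many as the 1 and 1 of HCC1806 (highest others 7 and 6), and 8 of 10 as many as the 1 of HCC1395 with GapmeR 1 (2), while all 10 reach its 0 with GapmeR 2 (6), which again says nothing. With both GapmeRs, 84 of 84 groupings reach the 0 adjusted calls of each line (highest others 2 and 3), as any grouping must. Chance is not excluded for the lists, where 52 of 84 reached the 1 list of HCC1806 (8) and 36 of 84 the 2 lists of HCC1395 (6). Nor is it for calls past the study's threshold, where 14 of 100 groupings reached the 1106 of HCC1806 (1273) and 11 of 100 the 950 of HCC1395 (1102), or for the correlation of the GapmeRs, where 76 of 100 reached 0.472 in HCC1806 (0.594) and 6 of 100 reached 0.576 in HCC1395 (0.601). Across the lines, chance is not excluded for the 2 lists, which 54 of 100 reached (8), or for the 48 calls shared in one direction, which 25 of 100 reached (64). The 0 adjusted differences are reached by 100 of 100 (2), as any grouping must.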
